# A comparative study of ripening among berries of the grape cluster reveals an altered transcriptional programme and enhanced ripening rate in delayed berries

**DOI:** 10.1093/jxb/eru329

**Published:** 2014-08-18

**Authors:** Satyanarayana Gouthu, Shawn T. O’Neil, Yanming Di, Mitra Ansarolia, Molly Megraw, Laurent G. Deluc

**Keywords:** Enhanced ripening, grape, hormone, plasticity, ripening synchronization, transcriptional programme.

## Abstract

Transcriptional studies in relation to fruit ripening generally aim to identify the transcriptional states associated with physiological ripening stages and the transcriptional changes between stages within the ripening programme. In non-climacteric fruits such as grape, all ripening-related genes involved in this programme have not been identified, mainly due to the lack of mutants for comparative transcriptomic studies. A feature in grape cluster ripening (*Vitis vinifera* cv. Pinot noir), where all berries do not initiate the ripening at the same time, was exploited to study their shifted ripening programmes in parallel. Berries that showed marked ripening state differences in a véraison-stage cluster (ripening onset) ultimately reached similar ripeness states toward maturity, indicating the flexibility of the ripening programme. The expression variance between these véraison-stage berry classes, where 11% of the genes were found to be differentially expressed, was reduced significantly toward maturity, resulting in the synchronization of their transcriptional states. Defined quantitative expression changes (transcriptional distances) not only existed between the véraison transitional stages, but also between the véraison to maturity stages, regardless of the berry class. It was observed that lagging berries complete their transcriptional programme in a shorter time through altered gene expressions and ripening-related hormone dynamics, and enhance the rate of physiological ripening progression. Finally, the reduction in expression variance of genes can identify new genes directly associated with ripening and also assess the relevance of gene activity to the phase of the ripening programme.

## Summary

The developmental programme of grape berries within a cluster is coordinated to synchronize their ripening. Altered transcriptional events and metabolite accumulation are responsible for the differential progress of ripening.

## Introduction

Ripening in fleshy fruits is a highly coordinated and genetically programmed process involving changes in specific biochemical and physiological attributes. During this developmental programme, genes with a wide range of biological functions are recruited and their expression is coordinately modulated in a phase-specific manner (Klee and Giovannoni, 2011; Gapper *et al.*, 2013; Osorio *et al.*, 2013).

In grapevine, the programme of fruit ripening lasts for up to ~60 d from véraison (onset of ripening) until maturity, and the berries of a cluster are generally timed to go through the programme simultaneously. The biochemical and physiological stages and associated transcriptional states have been reported, which help in understanding the overall transcriptional programme of ripening (Deluc *et al.*, 2007; Lund *et al.*, 2008; Zenoni *et al.*, 2010; Ali *et al.*, 2011). However, berries in a véraison cluster enter the ripening programme asynchronously, resulting in the appearance of different ripening phenotypes that are developmentally up to 2 weeks apart in terms of sugar and pigment levels. During the later stages of development towards maturity, these ripening-related differences will reduce and synchronize among the berries. Based on separate studies, the extent of the metabolic synchronization seems to depend on the genotype, environmental conditions, and internal hormone dynamics (Böttcher *et al.*, 2010a; Pagay and Cheng, 2010; Dai *et al.*, 2011). These observations indicate that the ripening programme is flexible and some of its aspects, including the rate of ripening progression, can be modulated depending upon environmental factors and developmental demands. In rice, which also has panicle inflorescence structure, modulated ripening programmes including in gene expression, enzyme activity, and accumulation of soluble sugars are observed between the grains situated at distal and proximal positions of the inflorescence (Ishimaru *et al.*, 2005). Usually altered growth responses to external and internal cues (Walch-Liu *et al.*, 2000; Bonhomme *et al.*, 2012) are possible when genes responsive to the stimulus deviate from their normal developmental expression patterns (Swindell *et al.*, 2007).

Changes in the cellular concentrations of important signalling molecules such as sugars affect the ripening process by influencing the expression of large networks of genes (Rolland *et al.*, 2006; Matsoukas *et al.*, 2013). Unlike in climacteric fruits, ethylene is not considered a major regulator in non-climacteric fruits, other than a few recent reports of its slight increase and expression of auxin (indole acetic acid; IAA) biosynthetic genes in response to treatment with the ethylene-releasing compound, Ethrel (Chervin *et al.*, 2004; Böttcher *et al.*, 2013). Incidentally, IAA is regarded as an inhibitor of fruit ripening, and abscisic acid (ABA) as a ripening promoter during grape berry ripening (Davies and Böttcher, 2009; Böttcher *et al.*, 2010a).

In the developmental context, studies in grape have focused on the differences between different stages of cluster ripening, with the underlying concept that all berries have the same duration of ripening programme, irrespective of their differences in ripening initiation times (Deluc *et al.*, 2007; Zenoni *et al.*, 2010; Lijavetzky *et al.*, 2012). At the same time, the extent of expression differences between the stages was used as the main criterion to assess the relevance of genes in the ripening programme. Other studies reported transcriptional alterations in the ripening programme due to external factors (water stress, light, temperature) (Deluc *et al.*, 2009; Carbonell-Bejerano *et al.*, 2013; DalSanto *et al*., 2013). However, no attempt was made to compare the ripening programmes between the berries of the same cluster where the duration of the programmes from véraison to maturity are seemingly different. In the present study, the physiological and transcriptional states were examined in three different ripening classes of berries at their véraison and maturity stages separately, and it was shown that they synchronize between berry classes at maturity. Along with the progression of physiological ripening, the model that emerged from the present study demonstrates that the transcriptional programme of ripening is the same among the different classes of berries, but its duration is flexible. Additionally, by examining the genes that are required to alter their expression dynamics most, during the synchronization of ripening, it is shown that genes associated with ripening can be identified more accurately.

## Materials and methods

### Plant material and sampling of berry ripening-phenotype classes

Experiments were conducted at the Oregon State University research vineyard in Alpine, Oregon during 2010 and 2011. *Vitis vinifera* L. cv. Pinot noir clone Pommard grafted to 101–14 rootstock used for these experiments was trained in a double guyot system with vertically positioned shoots. Five primary clusters each were selected from three vines located in different rows from either side of the vine canopy. Sixty-nine days after anthesis, when 50% of the berries in the cluster had changed colour (mid-véraison; V), the ripening classes Green Hard (GH), Green Soft (GS), Pink Soft (PS), and Red Soft (RS) were identified by touch and visual colour perception. From each cluster, five berries belonging to each class were sampled at V and five berries, still on the clusters, were tagged with colour-coded strings to identify the initial ripening class (Fig. 1). The tagged berries were then sampled 5 weeks after mid-véraison (PostV). Analysis of variance (ANOVA) was used to test for differences in total soluble solids (TSS: °Brix) and colour content between clusters and plants. The ripening states of berries were determined using TSS, colour, and elasticity (MPa) measurements. Berry elasticity was measured using customized springs in a Harpenden skinfold caliper (Baty International, UK) (Thomas *et al.*, 2008). TSS was measured using a digital refractometer (SPER Scientific Inc., USA). Berry colour parameters, namely L (lightness), h (hue angle), and C (chroma), were measured using a Minolta C-300 colorimeter (Minolta Corp, Osaka, Japan) at the berry equator. Colour index was calculated as 180h/L+C (Carreno and Martinez, 1995). In 2011, to assess the ripening progress in each berry class, the experiment was conducted on five clusters each of six plants, and one berry per ripening class was collected from each cluster at weekly intervals following V (at 0, 1, 2, 3, 5, and 6 weeks).

**Fig. 1.**
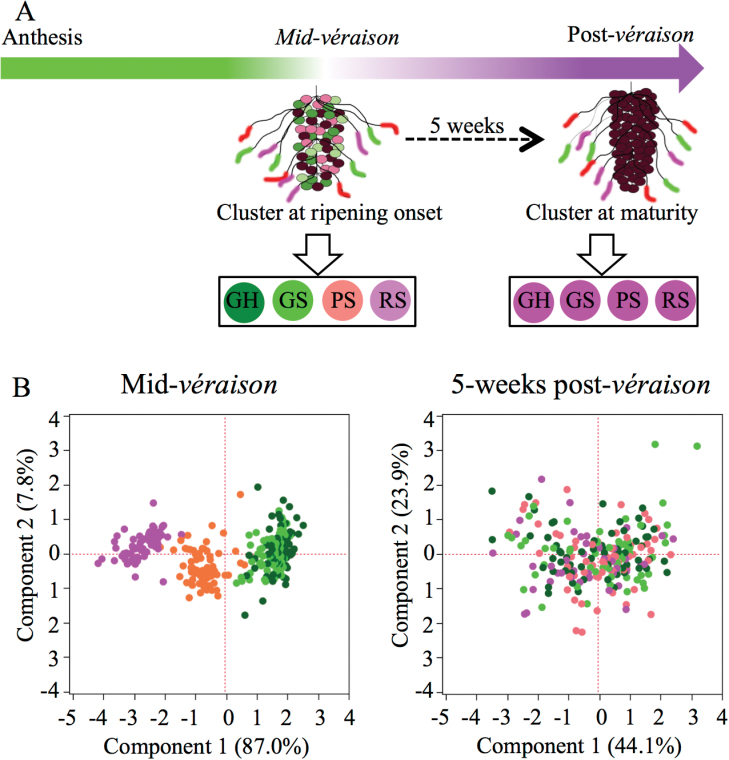
Ripening state variation among berries within a cluster at ripening onset and uniform ripeness upon maturity. (A) Schematic representation of cluster ripening and sampling of ripening classes Green Hard (GH), Green Soft (GS), Pink Soft (PS), and Red Soft (RS) at mid-véraison (V) and at 5 weeks post-véraison (PostV). (B) Principal component analyses showing ripening differences between GH, GS, PS, and RS berries at V and PostV. Colour [L (lightness), h (hue angle), and C (chroma)], and total soluble solid content (°Brix) of individual berries were used as continuous variables. The number of berries (*n*) is 75 for each class in the V plot; and 67, 61, 64, and 47 berries for GH, GS, PS, and RS, respectively, for the PostV plot. Dots representing GH, GS,PS or RS berries are clustered from right to left, respectively, in the mid-véraison plot. Loading plot data of the PCAs are given in Supplementary Table S6 at *JXB* online. (This figure is available in colour at *JXB* online.)

### Berry selection for transcriptional studies

Discriminant analysis of the berries (JMP-9; SAS USA) was performed on the parameters of TSS, colour, and elasticity of berries from each plant. Ripening class served as a discriminant parameter, and berries that most represent a ripening class were selected. Skin, pulp, and seed tissues from selected berries from each plant were pooled separately for RNA extraction.

### Transcriptomics and data analysis

Details of RNA isolation, cDNA synthesis, hybridization with NimbleGen *Vitis vinifera* Gene Chips, and data processing are presented in the Supplementary text available at *JXB* online. The expression data are available at Gene Expression Omnibus (serial number: GSE49569) (http://www.ncbi.nlm.nih.gov/geo/). Moderated paired *t*-tests were used to compare the mean log expression intensities between berry classes (GS compared with PS, PS compared with RS, and GS compared with RS) at V and PostV [R/Bioconductor Limma package (Smyth, 2004; R Development Core Team, 2012)] with the false discovery rate at FDR <0.05 (Benjamini and Hochberg, 1995). Genes that passed the significance threshold between any of the two berry classes were considered differentially expressed, and these gene sets were used for the following assessments. Normalization of the transcriptomic data is described in the Supplementary text.

### Calculation of reduction in variance (RV) in gene expression

Variance between the expression values of berry classes were calculated independently at V and PostV. The ratio of these two variances is expressed as fold RV. The significance of RV was tested using an *F*-test for expression variances (FDR <0.2).

### Gene expression trends from V to PostV

Patterns of the expression progress from V to PostV (up-regulated, down-regulated, or plateaued) were determined by comparing the mean expression level among berry classes at PostV with that of véraison RS berries using a two-sided contrast analysis (FDR <0.05) (Bretz *et al.*, 2010). Genes with significant changes in expression were designated as up- or down-regulated depending on their expression level at PostV relative to that at véraison RS. Genes with no significant change in expression were considered to have reached a plateau and maintained the expression from V to PostV. These data were used to examine the correlation between the trends in gene expression and the variance of gene expression among the berry classes.

### Calculation of transcriptional distances

Expression differences between berry classes were determined separately at V and at PostV stages, which are representative transcriptional distances between transitional stages. To assess V to PostV expression changes in each berry class, the expression difference of a given berry class from the normalized V and PostV data was calculated. These data represent the transcriptional distance for a gene from the véraison ripening stage to that of the PostV ripening phase in each of the berry class. Differences in GS–PS and PS–RS at V are indicated as **a or b**, respectively, in the transcriptional distance model (Fig. 3). The changes in expression from V to PostV stages between GS, PS, and RS berry classes are represented as X, Y, and Z respectively.

### Calculation of ripening rates

Regression equations were obtained from the ripening progress models based on TSS (°Brix) and colour index in each berry class over a 2 week period. The starting points of the curves were determined as the point at which all classes (GH, GS, and PS) had reached TSS and colour index levels characteristic of RS berries at V. The number of days for under-ripe berry classes to reach the TSS and colour levels of RS berries at 0, 7, and 14 d (R1, R2, and R3 stages) was estimated using the regression equations derived from each class. These data were used to calculate ripening rates (Supplementary text at *JXB* online).

### Identification of ripening equivalent stages

The TSS and colour index values, recorded in RS berries at V and at 1, 2, and 3 weeks past V, were used to define the reference ripening states (R1, R2, R3, and R4). Ripening equivalent stages were defined as the stages at which GS berries had reached similar TSS and colour index values to those of the RS reference berries.

### Plant hormone analysis

Pulp tissue of GS and RS berries at the ripening equivalent stages of R1, R2, and R3 were used for the analysis of ABA, IAA, and gibberellin 4 (GA_4_) concentrations. Purified hormones from 50mg of tissue were quantified by liquid chromatography–tandem mass spectrometry analysis using a hybrid triple quadrupole/linear ion trap 4000 QTRAP LC-MS/MS instrument in the MRM mode (Gouthu *et al.*, 2012).

### Quantitative real-time RT–PCR analysis

Gene expression levels in berry pulp tissue were analysed with the SYBR Green assay using an ABI 7500 Fast Real-Time PCR System (Applied Biosystems). The cDNAs prepared from RNA samples from three biological and two technical replicates were used in the PCRs, and the peptidyl-prolyl *cis-trans* isomerase gene (VIT_06s0004g06610) was used for data normalization. The ΔΔC_t_ method was followed for quantification of expression levels (Supplementary text at *JXB* online).

### Identification of transcriptional modules during the ripening transitions

The data integration framework ‘DISTILLER’ was used to identify transcriptional modules (co-expressed genes sharing over-represented *cis*-regulatory elements or motifs) in the data (Lemmens *et al.*, 2009). Over-represented motifs in the data set and position weight matrix data were extracted using the DREME algorithm (Bailey, 2011), and motif scores of zero or one were assigned to individual genes depending on the significant presence of the motif site (see Supplementary text at *JXB* online). This binary matrix is used as input data for DISTILLER to identify transcriptional modules.

### Gene ontology (GO) enrichment analysis

Enrichment analyses were performed using the AGRIGO online tool (Du *et al.*, 2010). Over-represented Plant GO slim categories were identified using a single enrichment analysis and applying a hypergeometric test with the FDR set at <0.1.

## Results

### Ripening differences among berries of the cluster at véraison and post-véraison

Grape clusters are at véraison ~60 d post-anthesis [at the E-L 35 phenological stage (Coombe, 1995)] depending on the cultivar. Because berries enter the ripening phase at different times, green berries that are hard (GH) or soft (GS), pink soft berries (PS), and red soft berries (RS) exist together in a cluster at mid-véraison (V), but the visual differences between berries disappear once green berries develop colour (Fig. 1A). The berry classes sampled at V, and the same classes that were tracked and sampled at 5 weeks post-véraison (PostV; E-L 38), were assessed for ripening status based on objective sugar content measured as TSS, and pigment level measured as colour parameters (L, C, and h). Sugar and colour were found to be reliable discriminant parameters until maturity in the present data, in agreement with other studies, and even subtle changes in colour at PostV could be detected (Kontoudakis *et al.*, 2011). Berry classes were distinct from each other at V in a principal component analysis (PCA) performed using the ripening features of individual berries (Fig. 1B; left panel). No or few differences were found between berries of a class collected from different clusters or different experimental plants (Supplementary Table S1 at *JXB* online). PCA of berries did not show separation of classes at PostV (Fig. 1B; right panel), and ANOVA between classes showed no significant differences (*P*>0.05). Based upon probability scores from discriminant analyses, 70–99% of berries within each class were similar to their respective classes at V (Supplementary Table S2). At PostV, berries within each class exhibited a greater degree of variation that caused each class to lose its unique ripeness identity.

### Transcriptional differences among the berries of the cluster at véraison and post-véraison

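Labelled cDNA from skin, pulp and seed was hybridized to 63 NimbleGen Vitis vinifera arrays. GS, PS and RS berries at V, and berries of the same classes followed to PostV, gave 54 of these arrays, with 3 replicates for each class, tissue and stage. The other 9 arrays hold pre-véraison (PV) berries, 3 for each tissue. The tissues of the selected berries of a class were pooled per plant, and the replicate numbers were read as the 3 plants. The deposited values are linear probe intensities that the authors corrected for background and quantile-normalized, with 137604 probes per array, of which 19605 are random control probes. Here the intensities were converted to log2 and summarized by median polish to 29549 genes, of which 29464 have 4 probes. A gene was taken as above background on an array where its log2 value exceeded the 95th percentile of the random probes. The median share of genes above background was 60.6% in pulp (58.4 to 64.7%), 61.6% in skin (47.3 to 66.7%) and 61.3% in seed (59.0 to 64.1%) at V. At PostV it was 58.1% in pulp (53.9 to 62.8%), 66.1% in skin (62.7 to 71.9%) and 74.5% in seed (63.6 to 80.4%). The classes were compared within each tissue and stage with limma, with the plant as a block, and p-values were adjusted by the Benjamini-Hochberg method within each comparison of 2 classes. A gene was counted where any of the 3 comparisons had an adjusted p under 0.05. Each SE of a log2 difference is the moderated SE of limma. It pools all arrays of the fit and is shrunk toward the spread of all genes, so it is not the spread of the plant differences alone. Functional names came from the parts of Worksheets S1A and S2A used here, 973 rows of the first and 1252 rows of the second, which name 847 array genes. These rows are genes that the study called on these same samples, so counts over lists of named genes are not independent evidence of a direction. The number of arrays limits the precision of every value.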

To examine whether transcriptional differences between the ripening classes of a cluster at V persist until maturity, expression profiling, using genome-wide arrays, was performed at the physiological maturity stage of 5-week post-véraison rather than an intermediate developmental point.

Because softening of the berry is the first clear indication of the beginning of the ripening process, GS was considered the first ripening stage in the present transcriptomic study. In the PCA of the expression data of all 54 samples, the first and second principal components together explained 51.4% of the variability (Supplementary Fig. S1 at *JXB* online). 

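The first component, with 31.9% of the variability, parted seed from skin and pulp, and the first and second components together held 55.5%. On the 9 pulp arrays at V, genes typical of seed differed widely between replicates. For the 503 genes that were at least 16-fold higher in seed than in skin at V, the median log2 level was 13.08 in seed and 6.33 in skin. In pulp it was 6.69, 9.76 and 8.45 in the GS replicates 1, 2 and 3, and 6.82, 9.73 and 8.36 in the RS replicates. In PS pulp it was 7.07, 6.93 and 8.22. An oleosin (VIT_17s0000g04210), which coats the oil bodies of seeds and was chosen after its values were seen, was at 12.23, 13.55 and 12.56 in GS pulp and at 10.58, 13.55 and 11.47 in RS pulp. The PCA used all genes of the 54 arrays, centred and not scaled.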

The results of PCA showed consistency across biological replicates, tissues, and ripening stage times, with some variability in pulp at V. At V, 1583, 1126, and 491 differentially expressed genes were identified between the three berry classes (GS, PS, and RS) that play a role in véraison transitions in pulp, skin, and seed, respectively (FDR <0.05) (Fig. 2A; Supplementary Worksheet S1A). 

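In pulp at V, RS berries had more transcript than GS berries for genes of storage proteins and less for genes of light harvesting, and genes of ethylene and pigment pathways changed in both directions. ACC oxidase 2 (VIT_11s0016g02380), which makes ethylene from its precursor, rose by a log2 difference of 2.80 ± 0.12 (SE, n = 3 plants). UDP-glucose:flavonoid 3-O-glucosyltransferase (UFGT, VIT_16s0039g02230), which glucosylates anthocyanidins, rose by 2.67 ± 0.27. Of 19 genes of the flavonoid and anthocyanin pathway, 3 rose and 4 fell (5 and 7 when adjusted over the list alone). Flavanone 3-hydroxylase (VIT_16s0098g00860) rose by 2.10 ± 0.16, and a flavonoid 3-monooxygenase (VIT_11s0016g01020), above background on 2 of 3 RS arrays, fell by 2.35 ± 0.16. Of 14 genes of the phenylpropanoid, lignin and stilbene pathways, 4 rose and 2 fell (4 and 3 when adjusted over the list alone). Of 18 genes of photosynthesis and chlorophyll, none rose and 14 fell (17 when adjusted over the list alone). The genes VIT_10s0003g02890 and VIT_10s0003g02900 for LHCII type I CAB-1, a chlorophyll-binding antenna protein, fell by 2.52 ± 0.18 and fell by 2.56 ± 0.22. Of 12 genes of seed storage and late embryogenesis, 8 rose and none fell (also 8 when adjusted over the list alone), among them a cupin family gene (VIT_12s0034g01910) that rose by 4.29 ± 0.18 and a legumin (VIT_12s0034g01950) that rose by 4.27 ± 0.29. All 8 lie in 1 stretch of chromosome 12, from VIT_12s0034g01870 to VIT_12s0034g01980, so the count rests on 1 group of neighbouring genes. Both of the 2 vascular tissue genes also rose (also 2 when adjusted over the list alone). Of these, ATPP2-B14 (VIT_14s0060g02000), above background on 1 of 3 GS arrays, rose by 4.01 ± 0.34. The other was above background on no GS array and is given no fold. The median RS minus GS difference of the genes at least 16-fold higher in seed was 0.0020 in pulp, and 10 of these genes were among those called. Over all genes, the adjusted p from limma of the single genes above ranged from 0.00545 to 0.0135, and each moved in its direction in 3 of 3 plants. In total 1144 of 29549 genes differed between classes, 518 higher and 626 lower in RS than in GS. Of these, 12 also differed between RS and PS, 4 higher and 8 lower in RS. Between PS and GS limma called 0 genes, and 2037 had an unadjusted p under 0.05. Without any 1 of the 3 plants limma called 0 genes (5264 to 6798 at an unadjusted p under 0.05), and without the GS or the RS array of replicate 2, the pulp arrays with the highest level of seed genes, it called 33 or 147. The count was 375 with limma's F test over the classes and 399 with the 3 comparisons adjusted together.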

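In skin at V, genes of phenylpropanoid and flavonoid synthesis changed in both directions between GS and RS berries. PAL2 (VIT_13s0019g04460), a phenylalanine ammonia-lyase at the entry of the phenylpropanoid pathway, rose by a log2 difference of 1.21 ± 0.17 (SE, n = 3 plants). The gene VIT_01s0010g03510, named caffeoyl-CoA O-methyltransferase in the worksheets, is the anthocyanin O-methyltransferase AOMT of grape and rose by 1.86 ± 0.26. Its worksheet name placed it in the phenylpropanoid list. UFGT rose by 1.51 ± 0.18. Of the 14 phenylpropanoid, lignin and stilbene genes, 2 rose and 2 fell (6 and 5 when adjusted over the list alone), and of the 19 flavonoid and anthocyanin genes 1 rose and 3 fell (6 and 6 when adjusted over the list alone). Without the plant as a block this balance turned, with 3 flavonoid and anthocyanin genes higher and 1 lower. A nodulin MtN21 gene (VIT_11s0052g00570) was at least 3.82-fold higher in RS, and CYP79A2 (VIT_13s0106g00280) was at least 6.52-fold higher; both were below background on every GS array. Early nodulin 93 (VIT_11s0016g04920) rose by 2.89 ± 0.31. Of the 12 seed storage and late embryogenesis genes, 5 rose and none fell (7 and 2 when adjusted over the list alone), with a legumin (VIT_12s0034g01950) at 2.68 ± 0.37. Aquaporin NIP1;2 (VIT_10s0003g01830), a water channel, fell by 2.44 ± 0.26, and phosphate-induced protein 1 (VIT_16s0022g01430) fell by 2.73 ± 0.16. Of 10 cuticle and wax genes, 1 rose and 2 fell (3 and 2 when adjusted over the list alone). The SHINE 3 factor (VIT_11s0016g05340), whose family controls wax and cutin synthesis, was at least 3.14-fold lower in RS, and a lipid-transfer protein gene (VIT_13s0067g02910) was at least 1.81-fold lower, as neither was above background on any RS array. Of the 18 photosynthesis genes, LHCA1 (VIT_13s0019g04140) and LHCA4 (VIT_17s0000g06350) of the photosystem I antenna fell by 1.34 ± 0.15 and fell by 1.17 ± 0.14, and none rose (0 higher and 6 lower when adjusted over the list alone). The adjusted p from limma of these genes ranged from 0.0138 to 0.0467, with the same direction in 3 of 3 plants. In all, 399 genes differed, 183 higher and 216 lower in RS than in GS. Between PS and GS and between RS and PS limma called 0 genes, with 2804 and 4118 at an unadjusted p under 0.05. Without any 1 plant limma called 0 genes (5607 to 7005 at an unadjusted p under 0.05), and without the PS array of replicate 1, which had the fewest genes above background, it called 153. The count was 252 without the plant as a block, when neither LHCA gene was called, 78 with the F test and 87 with the 3 comparisons adjusted together.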

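In seed at V, genes of raffinose family sugars were higher and genes of light harvesting were lower in RS than in GS berries. Galactinol synthase makes the galactosyl donor of raffinose, and its genes VIT_14s0060g00760 and VIT_14s0060g00810 rose by log2 differences of 2.06 ± 0.20 and 1.92 ± 0.19 (SE, n = 3 plants). They were the 2 that rose of 7 genes of raffinose and trehalose synthesis (5 when adjusted over the list alone), and none fell. A 60S ribosomal protein L36a/L44 gene (VIT_01s0011g02080) rose by 2.09 ± 0.17, a protein phosphatase 2C (VIT_12s0028g03310), a class with negative regulators of ABA signalling, by 1.25 ± 0.11, and an alcohol dehydrogenase (VIT_14s0068g01760) by 1.11 ± 0.10. MLO6 (VIT_10s0003g00410), of the mildew resistance locus O family, was at least 2.13-fold higher and was above background on no GS array. Of 18 photosynthesis and chlorophyll genes, 4 fell and none rose (12 fell and 1 rose when adjusted over the list alone). LHCII type I CAB-1 (VIT_10s0003g02890) fell by 1.84 ± 0.12, LHCB2.1 (VIT_12s0057g00630) fell by 1.78 ± 0.17, and LHCA4 (VIT_17s0000g06350), above background on 1 of 3 RS arrays, fell by 1.90 ± 0.17. LHCA1 (VIT_13s0019g04140) was at least 2.48-fold lower and above background on no RS array. None of the 12 seed storage genes was called in seed (7 rose and 1 fell when adjusted over the list alone). The adjusted p from limma of these genes lay between 0.0313 and 0.0451, and the direction was the same in 3 of 3 plants. UFGT was at least 2.39-fold higher in RS, below background on each GS array, and did not pass the test (adjusted p = 0.0733 from limma, higher in 3 of 3 plants). A total of 72 genes differed, 51 higher and 21 lower in RS than in GS. Between PS and GS and between RS and PS limma called 0 genes, and 2207 and 2415 had an unadjusted p under 0.05. Without any 1 plant limma called 0 genes (4359 to 5391 at an unadjusted p under 0.05). Without the plant as a block the count was 229, with 7 photosynthesis genes lower and 1 raffinose and trehalose gene higher, and it was 5 with the F test and also with the 3 comparisons adjusted together.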

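Among the named genes called at V in pulp, the zinc finger gene VIT_01s0011g04260 was at least 2.34-fold higher in RS than in GS, and the thylakoid phosphoprotein gene VIT_15s0048g02500 was at least 3.62-fold lower. Smaller differences were measured for regulators and enzymes of central metabolism. Cyclin delta-2 (VIT_01s0026g00710), which acts in the cell cycle, was 1.91-fold higher in RS pulp, a log2 difference of 0.93 ± 0.16 (SE, n = 3 plants). A cis-zeatin O-glucosyltransferase (VIT_13s0019g02910), which inactivates cytokinins, was 1.74-fold higher, and phosphoenolpyruvate carboxylase (VIT_12s0028g02180), which feeds malate synthesis, fell by 0.94 ± 0.16 on the log2 scale. In skin, a pyruvate kinase gene (VIT_13s0074g00210) of glycolysis rose by 0.94 ± 0.14. The class means of at least 1 comparison differed by 2-fold or more for 77.2% of the 1144 pulp genes, 94.2% of the 399 skin genes and 100% of the 72 seed genes.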

The majority of the differentially expressed genes had at least a 2-fold expression difference between any of the two berry classes (Supplementary Worksheet S1A). Among these, none of the genes showed differential expression at PostV, and their expression variances were reduced to various extents, resulting in synchronized transcriptional states among the berry classes. 

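For most genes called at V the RS minus GS difference was smaller at PostV, and for a few it was still at least 2-fold. The absolute difference was smaller at PostV for 99.1% of the called genes in pulp, 99.0% in skin and 100% in seed, with medians on the log2 scale of 1.33, 1.54 and 1.88 at V and 0.21, 0.28 and 0.19 at PostV. These genes were chosen for a difference at V, and over all genes it was smaller at PostV for 63.5% in pulp, 60.0% in skin and 58.3% in seed. At PostV the difference of the called genes was still at least 2-fold for 37, 18 and 3 of them. Xyloglucan endotransglucosylase/hydrolase 23 in pulp (VIT_11s0052g01250), chosen after its values were seen, differed by −2.01 at V and by −1.13 ± 0.27 (SE, n = 3 plants) at PostV, with 1 of 3 RS arrays above background. In pulp the RS minus GS difference at PostV was 0.04 for ACC oxidase 2 (VIT_11s0016g02380), which makes ethylene, and −0.37 for UFGT (VIT_16s0039g02230) of anthocyanin synthesis. For AOMT (VIT_01s0010g03510, named caffeoyl-CoA O-methyltransferase in the worksheets), above background on 2 of 3 RS arrays at PostV, it was −0.51. It was −0.12 for the cupin VIT_12s0034g01890, −0.16 for LHCII type I CAB-1 (VIT_10s0003g02900) and −0.08 for vacuolar invertase GIN1 (VIT_16s0022g00670), which splits sucrose and was above background on 1 of 3 GS and 2 of 3 RS arrays. Over the 18 photosynthesis genes the median RS minus GS difference in pulp was −1.52 at V and −0.17 at PostV, and over the 12 seed storage genes it was 3.31 at V and −0.06 at PostV. In skin the seed storage genes had a median of 1.78 at V and 0.01 at PostV. No gene called at V was called at PostV. This count of 0 from limma held in pulp, skin and seed, where 1151, 3179 and 880 of all genes had an unadjusted p under 0.05 between RS and GS at PostV. In simulated data with a log2 change of 2 added to some genes at PostV, the test recovered 49.3% of them in pulp, 62.7% in skin and 35.8% in seed.

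**Figure D1:**
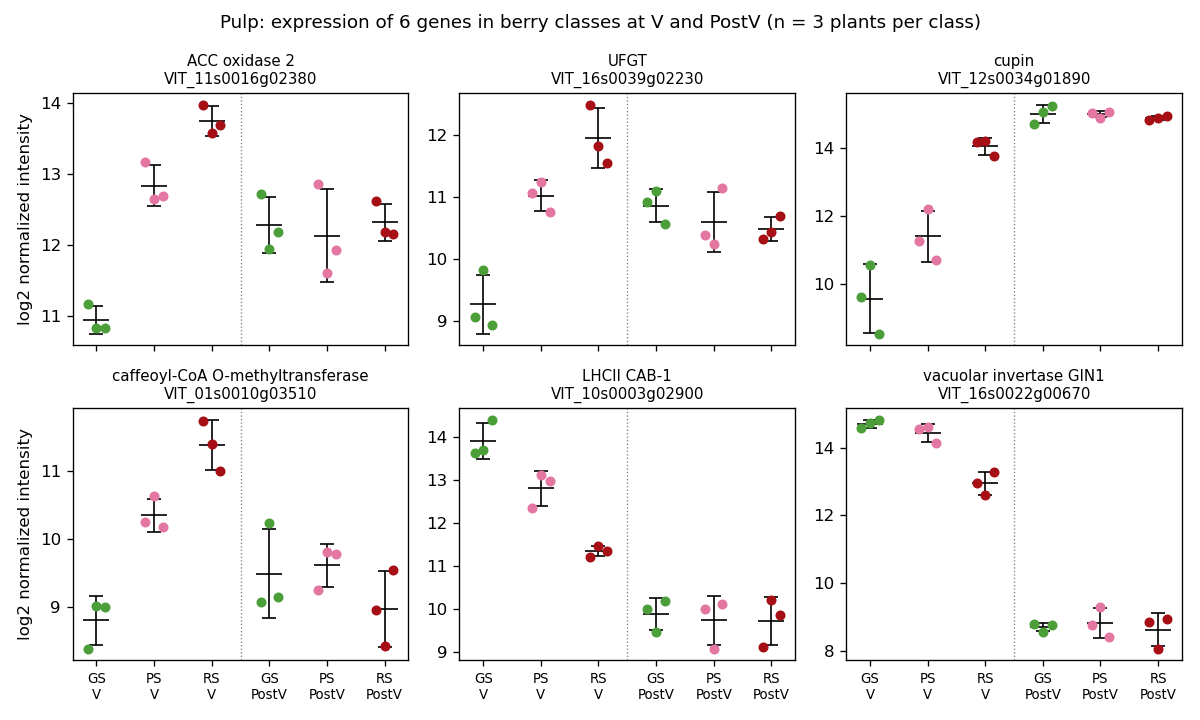
Log2 normalized intensity of 6 genes in pulp of GS, PS and RS berries at V and PostV, with 1 point for each array, the class mean and its SD (n = 3 plants). The genes were picked for the plot after their values were seen. VIT_01s0010g03510, labelled caffeoyl-CoA O-methyltransferase in the plot, is the anthocyanin O-methyltransferase AOMT. The class means of ACC oxidase 2 run from 10.94 in GS to 13.74 in RS at V. At PostV they run from 12.13 in PS to 12.31 in RS, with GS between them.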

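The difference between RS and GS berries was itself smaller at PostV than at V for some storage, light-harvesting and ethylene genes. In pulp the cupin VIT_12s0034g01890 differed by a log2 value of 4.61 more at V than at PostV, and ACC oxidase 2 (VIT_11s0016g02380) by 2.76 more. The same cupin differed by 2.34 more at V in skin, and the GEM-like protein 5 gene VIT_14s0068g01360 by 1.76 more in seed. Their adjusted p from limma was 0.00189, 2.65e-04, 0.00282 and 0.00646, with the same direction in 3 of 3 plants. Of the 12 seed storage genes, 8 in pulp, 5 in skin and 0 in seed changed between V and PostV (8, 8 and 2 when adjusted over the list alone). Of the 18 photosynthesis genes 6 changed in pulp, 0 in skin and 4 in seed (11, 2 and 12 when adjusted over the list alone), and of the 19 flavonoid genes 5 in pulp, 1 in skin and 0 in seed (12, 10 and 2 when adjusted over the list alone). Over all genes, the RS minus GS difference differed between V and PostV for 354 genes in pulp, 226 in skin and 53 in seed, and it was smaller at PostV for 342, 212 and 53 of them. Without 1 of the 3 plants these counts were 0 to 42, 1 to 12 and 0 to 1, and without the seed GS array of replicate 1 at PostV the count in seed was 130. Of 32 splits that exchange GS and RS only within plants, 3 gave as many genes in pulp and 3 in skin, the real one included. Chance cannot be excluded for these 2 counts. In seed 1 of 32 did, but these splits do not decide the question there. Among the genes called at V, the median variance of the 3 class means, in squared log2 units, was 0.483 in pulp, 0.677 in skin and 0.888 in seed at V. At PostV it was 0.0269, 0.0415 and 0.0332. The highest values were 8.15, 11.2 and 6.42 at V and 1.02, 0.903 and 1.83 at PostV.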

The range of reduced expression differences among berry classes was apparent from the variance ranges in V and PostV data sets (Fig 2B; Supplementary Worksheet S1B). Only a few genes, two from pulp, four from seed, and four from skin, which were not among those differentially expressed at V, showed significant expression differences at PostV (Supplementary Worksheet S1C). 

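At PostV none of the listed genes passed the test between RS and GS berries over all genes, and some galactinol synthases, wall enzymes and flavonoid genes passed over their list alone. In skin, galactinol synthase VIT_14s0060g00790, of raffinose synthesis, differed by a log2 value of −1.04 ± 0.15 (SE, n = 3 plants), and its relatives VIT_14s0060g00760 and VIT_14s0060g00740 by −0.49 ± 0.15 and −0.74 ± 0.24. These 3 of 7 raffinose and trehalose genes passed when adjusted over the list alone, with adjusted p from limma of 0.00236, 0.0497 and 0.0497 and lower values in RS in 3 of 3 plants. Of 18 genes of wall loosening and pectin, 1 was higher and 3 were lower in RS in pulp, and 1 was higher and 2 were lower in skin, when adjusted over the list alone. The higher ones were a beta-galactosidase (VIT_16s0039g00470) in pulp, above background on 1 of 3 RS arrays and no GS array, and a pectinesterase (VIT_14s0060g01960) in skin, above background on no RS or GS array, and they are given no fold. An endo-1,4-beta-glucanase (VIT_12s0059g01250) differed by −0.61 ± 0.16 in pulp and −1.10 ± 0.19 in skin. Xyloglucan endotransglucosylase/hydrolase 23 (VIT_11s0052g01250), which remodels wall xyloglucan, differed by −1.13 ± 0.27 in pulp, where 1 of 3 RS arrays was above background, and by −0.87 ± 0.23 in skin. In seed, flavonoid 3'-hydroxylase (VIT_17s0000g07200), which adds a hydroxyl group to flavonoids, differed by −1.51 ± 0.26. In pulp a flavonoid 3-monooxygenase, a leucoanthocyanidin reductase and a 3-ketoacyl-CoA synthase also passed over their lists and were above background on no RS or GS array. Genes higher in RS in skin included an ethylene-responsive gene (VIT_13s0019g00540), by 0.83 ± 0.17, and a globulin-like gene (VIT_12s0034g01930), by 0.66 ± 0.15. These genes were chosen after their values were seen, from the 20 gene and tissue combinations that passed in this way over 23 lists. Over all genes limma called 0 at PostV in pulp, skin and seed, and 2293, 4737 and 1682 had an unadjusted p under 0.05 in any comparison of classes. The lowest adjusted p was 0.630 in pulp and 0.386 in skin. In seed the count was also 0 without the GS array of replicate 1 or that of replicate 3, the arrays farthest from their class mean.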

Variability associated with replicates was not a major contributing factor to the expression variance values as the coefficient of variation between replicates for >70% of the genes was ≤10% (Supplementary Worksheet S1D).

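The spread between plants differed from gene to gene and between classes among the genes that differed at V. Invertase GIN1 (VIT_16s0022g00670) in pulp had a log2 level of 14.71 ± 0.12 (SD, n = 3 plants) in GS and 12.94 ± 0.34 in RS. Early nodulin 93 in skin (VIT_11s0016g04920) was at 12.40 ± 0.67 in GS and 15.29 ± 0.08 in RS. The cupin VIT_12s0034g01970 in pulp was at 11.73 ± 0.74 in GS and 15.53 ± 0.04 in RS. Galactinol synthase VIT_14s0060g00760 in seed was at 11.18 ± 0.39 in GS and 13.24 ± 0.79 in RS. The mean coefficient of variation over the 6 combinations of class and stage was at most 10% for 94.7% of the called genes, computed on log2 values. On linear intensities this share was 5.51%.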

**Fig. 2.**
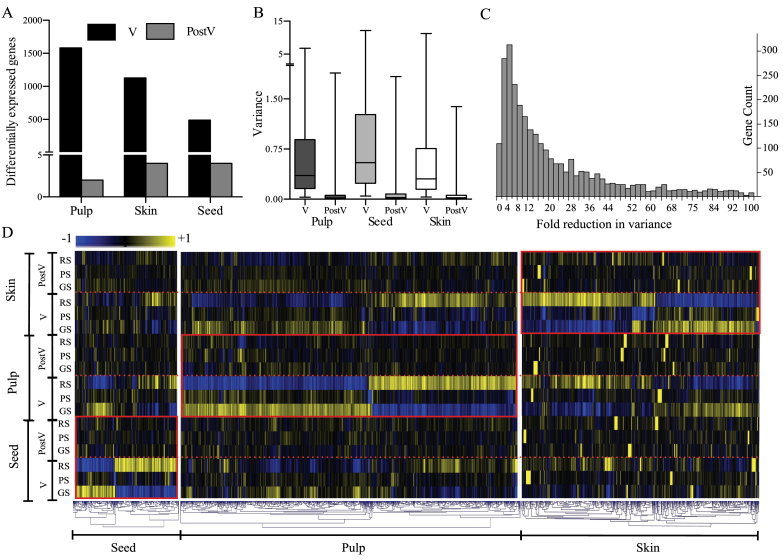
Reduction of transcriptional variance between GS, PS, and RS berry ripening classes from mid-véraison (V) to 5 weeks post-véraison (PostV). (A) Numbers of genes differentially expressed between berry classes in pulp, skin, and seed at V and PostV (paired *t*-tests, FDR <0.05). (B) Ranges of transcriptional variances (variance of expression levels between GS, PS, and RS) among the differentially expressed genes at V and the corresponding variances at PostV in pulp, skin, and seed (variances at PostV were non-significant, FDR >0.05). (C) Distribution of genes that showed 2- to 100-fold reduction in transcriptional variance (RV) from V to PostV. Eighty-five percent of the synchronizing genes fall within the 100-fold reduction range. (D) Hierarchical clustering analysis of the genes differentially expressed between the three berry classes at V. TMev 4.3 software was used to draw the dendrogram with Pearson’s correlation distance as the metric. Rectangular boxes enclose expression maps of differentially expressed genes at V and of the same genes at PostV in each tissue. Dotted lines separate V and PostV data sets. Differences in expression levels between GS, PS, and RS for these genes were not significant at PostV. Expression maps of the corresponding gene sets from other tissues, regardless of differential expression, are shown to indicate similarities in their expression patterns. (This figure is available in colour at *JXB* online.)

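Genes of the flavonoid pathway lay inside and beyond the 100-fold range, and some ethylene and defence genes lay beyond it. In pulp the RV was 50.0 for UFGT (VIT_16s0039g02230) and 95.7 for flavanone 3-hydroxylase (VIT_16s0098g00860), both of pigment synthesis, and 7102 for chalcone isomerase (VIT_13s0067g03820) of the same pathway. It was 208.5 for ACC oxidase 2 (VIT_11s0016g02380) and 287.5 for a beta-1,3-glucanase (VIT_10s0003g02720), an enzyme of pathogen defence. In skin it was 301 for aquaporin NIP1;2 (VIT_10s0003g01830) and 23.3 for PAL2 (VIT_13s0019g04460), and in seed 110 for GEM-like protein 5 (VIT_14s0068g01360). Of the 1615 gene and tissue combinations called at V, 83.2% had an RV of at most 100, and 361 had an RV under 2 or over 100. An RV rests on the variance of 3 class means at each stage and on 3 plants for each mean.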

### Reduction in expression variance between berry classes

The sample distribution of the reduction in variance (RV), expressed as the ratio between gene expression variances at V and PostV, was skewed with the mean at 24-fold change (Fig. 2C). 

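The highest RV values belonged to genes whose class means at PostV were almost equal. GPAT8 in pulp (VIT_15s0046g02400), an acyltransferase of cutin synthesis, had the highest RV, 76231, with a variance of 1.62 at V and 2.1e-05 at PostV. A globulin-like gene in skin (VIT_12s0034g01900) had an RV of 7947, and chalcone isomerase in pulp (VIT_13s0067g03820), of flavonoid synthesis, one of 7102. Among the called genes 36 had an RV over 1000. The mean RV was 181.7 and the median 18.4. Without 1 of the 3 plants the mean was 85.3 to 264. Over all genes of the array the mean was 22.0 and the median 1.70, and with the variance over the 9 arrays of a stage in place of 3 class means they were 8.60 and 3.63.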

*F*-tests performed to compare V and PostV variances show significant RV (FDR <0.2) in >80% of the genes (Supplementary Worksheet S1B at *JXB* online). 

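For 98.5% of the called genes the variance among classes was lower at PostV than at V. These genes were chosen for a difference at V, and the share was 62.0% over all genes. It was 72.7% with genes ranked on 2 plants and the variances taken from the plant left out, a setting chosen after seeing the data. In that setting each class is 1 array and not a mean of 3, so 72.7% is not directly comparable with 98.5%. The reduction was small for some ripening genes, such as ACC oxidase 2 in skin (VIT_11s0016g02380), of ethylene synthesis, with an RV of 1.86 and a background-level signal on all 3 GS arrays at V. A 3-ketoacyl-CoA synthase of wax synthesis in skin (VIT_01s0011g03490) and an auxin-amidohydrolase, which releases auxin from conjugates, in pulp (VIT_16s0098g00770) both had an RV of 1.67. Expansin EXPA8 (VIT_13s0067g02930), which loosens cell walls, was not called at V and had an RV of 0.69 in pulp and 0.011 in skin. A one-sided F test with 2 and 2 degrees of freedom at a false discovery rate of 0.2 was passed by 81.7% of the called genes. The test was passed by 57.5 to 68.4% without 1 of the plants, and by 0% when it was run over all genes. With genes ranked on 2 plants and measured in the third, again with 1 array for each class, 10.5% passed.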

Neither the level of expression variance among the berry classes nor the pattern of expression at V correlated to the extent of RV in any of the tissues (Fig. 2D). 

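Genes with a large variance among classes at V had both high and lower ranks by RV. The cupins VIT_12s0034g01890 and VIT_12s0034g01910 in pulp, storage protein genes, ranked 13 and 14 of all called genes by variance and 32 and 25 by RV. In skin the nodulin MtN21 gene VIT_11s0052g00570, a member of a family of membrane transporters, ranked 9 by variance and 232 by RV. CYP79A2 in pulp (VIT_13s0106g00280), of a P450 family that makes aldoximes, ranked 10 and 132, and the legumin VIT_12s0034g01950 in pulp, a storage protein gene, ranked 19 and 173. The MtN21 gene in skin and CYP79A2 in pulp were below background on every GS array at V, so their ranks rest partly on background values. Across the genes called at V, Spearman's rho between the variance at V and RV was 0.163 in pulp, 0.218 in skin and 0.313 in seed. These are correlations across genes, which are not independent replicates, and the variance at V is also the numerator of RV.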

Hierarchical clustering of genes differentially expressed in one tissue compared with the expression trends of the corresponding genes in the other two tissues indicated more commonality in the expression behaviour between skin and pulp tissues (Fig. 2D). 

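The light-harvesting genes LHCA1 and LHCA4 were lower in RS than in GS berries in all 3 tissues, and each pair of tissues shared further calls. The photosystem I antenna genes LHCA1 (VIT_13s0019g04140) and LHCA4 (VIT_17s0000g06350) fell in each tissue, in pulp by log2 differences of −2.17 and −1.72. In skin neither was called without the plant as a block. In seed LHCA1 was above background on no RS array and LHCA4 on 1 of 3. Pulp and seed also shared falls of CAB-1 (VIT_10s0003g02890), of LHCB2.1 (VIT_12s0057g00630, −0.87 in pulp) and of the chloroplast enzyme glyceraldehyde-3-phosphate dehydrogenase A (VIT_14s0068g00680, −1.91 in pulp and −1.87 in seed). A gene of unknown function (VIT_12s0059g00490), chosen after its values were seen, rose in each tissue, by 1.47 in pulp, 2.61 in skin and 1.74 in seed, and the alcohol dehydrogenase VIT_14s0068g01760, an enzyme of fermentation, rose by 1.23 in pulp as it did in seed. Of the genes called in either tissue, the RS minus GS difference correlated with r = 0.64 between pulp and skin, 0.40 between pulp and seed and 0.24 between skin and seed, and it had the same sign for 84.5, 70.8 and 61.9% of them. These are correlations across genes, which are not independent replicates. Pulp and skin shared 64 genes higher and 75 lower in RS, where 3.21 and 4.58 would be shared by independent sets. Pulp and seed shared 2 higher and 7 lower (0.894 and 0.445 for independent sets), and skin and seed 2 and 3 (0.316 and 0.154). The difference between RS and GS differed itself between pulp and skin for 73 genes, between pulp and seed for 396 and between skin and seed for 295 (limma, adjusted p under 0.05). Without the plant as a block these counts were 44, 294 and 238, and without any 1 plant no pair had more than 15. Of 32 splits that exchange GS and RS only within plants, 5, 3 and 2 gave as many genes, the real one included. Chance cannot be excluded for the first 2 pairs, and for skin and seed the answer depends on 1 split.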

In general, the level of expression of a gene seemed to impact its expression variance at both V and PostV. The distribution of expression variance among the low and highly expressed genes showed that the majority of the genes in the low expression set had several fold higher variance compared with those in the high expression set, and the same trend extended to PostV expression variances (Supplementary Fig. S2). 

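In pulp at V the MtN21 gene VIT_01s0026g00520 was at a log2 level of 9.82 in GS, above background on 3 of 3 arrays. It was below background in RS, and its variance among classes was 4.60. A ribosomal protein L34 gene (VIT_14s0108g00850), needed in every growing cell, was at 14.71 in GS pulp and 13.71 in RS pulp, with a variance of 0.25 at V and 0.032 at PostV. In skin PAL2 (VIT_13s0019g04460) was at 14.22 in GS and 15.43 in RS, with a variance of 0.39 at V and 0.017 at PostV. The median variance of the 25% of called genes with the lowest expression was 2.04 times that of the 25% with the highest in pulp, 1.85 times in skin and 1.28 times in seed at V. At PostV the ratio was 11.5 in pulp, 4.45 in skin and 5.65 in seed. With an offset of 50 added to the intensities before the log2 step, the ratio at V was 1.27 in pulp, 0.92 in skin and 0.74 in seed, and at PostV 3.61 in pulp, 1.54 in skin and 2.29 in seed. Over all genes, and not only the called ones, it was 8.92 in pulp, 7.88 in skin and 15.1 in seed at V and 13.05, 7.40 and 7.31 at PostV.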

The relationship between the trends of expression from véraison to maturity and RV was further examined. Similar proportions of genes showed up-regulated, down-regulated, or plateaued expression trends from véraison RS to PostV stages (Supplementary Worksheet S1B). 

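From RS at V to PostV, genes of photosynthesis fell further in pulp and skin and rose in seed. Of 18 photosynthesis and chlorophyll genes, 15 fell in pulp and 16 in skin and none rose, and in seed 10 rose and 3 fell (the same counts when adjusted over the list alone). LHCB2.1 (VIT_12s0057g00630), an antenna protein of photosystem II, rose by a log2 difference of 3.03 in seed, and LHCA4 (VIT_17s0000g06350) fell by 2.51 in skin. Of the 12 seed storage genes 7 rose and 2 fell in pulp, 10 rose and 1 fell in skin, and 8 rose and 2 fell in seed (the same when adjusted over the list alone, except that 3 fell in seed). Invertase GIN1 (VIT_16s0022g00670) fell by 4.22 in pulp and fell by 3.19 in skin. In pulp GIN1 was near background at PostV, so its fall there rests partly on background values. A Bet v I allergen gene of the pathogenesis-related proteins (VIT_01s0026g00570), below background at PostV, was among the skin genes that fell. The adjusted p from limma of these single genes ranged from 9.15e-09 to 1.65e-07, with the same direction in 3 of 3 plants. Among the genes called at V, 23.7% were up-regulated, 45.4% were down-regulated and 30.9% showed no change that passed the test. Up-regulated genes made up 22.6% in pulp, 21.6% in skin and 54.2% in seed.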

Up-regulated expression was predominant among genes exhibiting the most RV. Twice as many genes were up-regulated from V to PostV within the set of high RV genes (>20-fold RV) compared with the set of low RV genes (<10-fold RV). In contrast, twice as many genes were down-regulated in the low RV set relative to the high RV set (Supplementary Table S3). 

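Genes with a high RV that rose after V included enzymes of trehalose metabolism and storage proteins. In pulp a trehalose-phosphate phosphatase gene (VIT_11s0037g00710) with an RV of 275 rose by a log2 difference of 2.46 from RS at V to PostV, and ethylene-responsive factor 9 (VIT_10s0003g00140) with an RV of 519 rose by 1.15. In skin the cupin VIT_12s0034g01890 with an RV of 1810 rose by 2.01, and in seed MLO6 (VIT_10s0003g00410) with an RV of 706 rose by 1.26. The trehalose-phosphate phosphatase gene in pulp and MLO6 in seed were below background on every GS array at V, so their RVs rest partly on background values. Of the 772 called genes with an RV above 20, 35.9% were up-regulated from V to PostV, against 8.93% of the 571 with an RV below 10. The ratio of these shares is 4.02, and Fisher's exact test across genes, which are not independent replicates, gives a two-sided p of 2.5e-32.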

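Genes with a low RV that fell after V included wall enzymes, an enzyme of wax synthesis and the anthocyanin O-methyltransferase AOMT. Xyloglucan endotransglucosylase/hydrolase 23 in pulp (VIT_11s0052g01250), with an RV of 3.39, fell by 1.63 on the log2 scale from RS at V to PostV, where 1 of 3 RS arrays was above background. In skin the 3-ketoacyl-CoA synthase VIT_01s0011g03490, of wax synthesis, fell to below background. AOMT (VIT_01s0010g03510, named caffeoyl-CoA O-methyltransferase in the worksheets), with an RV of 4.39, fell by 1.58 in skin. The auxin conjugating enzyme indole-3-acetate beta-glucosyltransferase in pulp (VIT_14s0068g00500), with an RV of 4.52, fell by 2.42 and was above background on 2 of 3 RS arrays and no GS array at PostV. Of the called genes with an RV below 10, 58.8% were down-regulated, against 34.3% of those with an RV above 20. The ratio is 1.71, with a two-sided p of 4.4e-19 from Fisher's exact test across genes.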

Because the experiment was primarily aimed at the assessment of the véraison expression variances among berry classes and their fate at maturity stage, the phase-specific extent of RV during the course of ripening could not be identified. However, the V to PostV expression trends gave an indication of the timing of maximum RV at early or late stages. In contrast to up- or down-regulated trends, where a gradual reduction in variance is visualized, plateaued expression indicates that maximum RV occurs before PostV. GS and PS berries reach their respective RS states within 2 weeks past véraison, as shown in the later sections; as their transcriptional states at PostV were the same as those of the original RS berries and these genes undergo no expression change after the RS stage, the timing of synchronization was considered here as the early post-véraison period. Single enrichment analysis for enriched GO terms (Du *et al.*, 2010) in this gene set showed enrichment of several genes in primary and secondary metabolism that would be expected to have the highest functional relevance during the early ripening changes (Supplementary worksheet S1E).

### Assessment of ripening-associated genes using reduction of variance score

High-throughput expression studies are often used to hypothesize a relationship between differential expression and the importance of genes to a biological process. Here the data were examined based on both expression variance between the ripening stages and the scores of RV between berry classes in order to compare the two assessment methods in finding the genes associated with ripening. Among the sets of top 100 genes identified from the two methods, only 15% of genes were common and could be considered highly relevant to ripening (Supplementary Table S4 at *JXB* online). 

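The genes in both sets with a functional name included storage proteins and a hypoxia-responsive gene of pulp. The cupins VIT_12s0034g01890 and VIT_12s0034g01910, of the family of seed storage globulins, had a variance of 5.10 and 4.71 at V and an RV of 1143 and 1490 in pulp. The hypoxia-responsive gene VIT_13s0067g02300 had a variance of 2.71 and an RV of 805, and the UPF0497 gene VIT_14s0068g01400, of a family of membrane proteins, had 2.36 and 876, both in pulp. Genes that RV alone placed in the set included some with a low variance at V. WRKY6 (VIT_12s0059g00880), a transcription factor of stress responses and senescence, had an RV of 1567 and ranked 1312 by variance, and the kinase gene MKK2 (VIT_11s0016g01770), of stress signalling, had 1310 and ranked 1611. Of the 100 genes with the highest variance at V and the 100 with the highest RV, 3 tissues ranked together, 21 were in both. The set by variance held 61 genes of pulp, 28 of skin and 11 of seed, and the set by RV 71, 24 and 5. These single genes were chosen after their ranks were seen, and the identities of most other members are not named in the parts of the worksheets used here.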

Using RV as the criterion, most of the genes would have been considered as low priority if they had only been ranked based on their expression variance. Since the RV score additionally considers the requirement for genes to reduce their expression differences between green and riper berries, which describes the synchronization of their ripening states toward maturity, these genes identified are more relevant to the ripening.

### Defined expression changes (transcriptional distances) between ripening stages

Expression data of the three berry classes at V and PostV were used to assess for each gene qualitative and quantitative expression changes between berry transitional ripening stages; these changes were described as ‘transcriptional distances’. Along with the transcriptional changes between véraison transitional stages (from GS to PS to RS), the integration of their respective PostV expression data in the analysis revealed the overall transcriptional changes from a given véraison physiological stage to PostV in each berry class (Fig. 3A). It is clear that upon the transition of GS berries to their PS and RS stages, the remaining transcriptional distance for them would be same as that observed for the original PS and RS berry classes, considering that all three classes show synchronized transcriptional states at PostV. Therefore, the observed V to PostV transcriptional distance within the GS class was compared with the calculated transcriptional distance (the sum of the expression level changes between GS and riper berry classes at véraison; and the expression level changes within riper berry classes from V to PostV). The correlation between observed and calculated distances for the 3200 differentially expressed genes was linear, with *R* ^2^ >0.95 (Fig. 3B, C; Supplementary Worksheet 2A at *JXB* online). This indicates that GS, PS, and RS represent well-defined physiological ripening stages, each with an associated and distinct transcriptional state, and that a defined transcriptional programme exists between the given véraison to mature physiological stages regardless of the berry class. 

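For most of the single genes of pulp given here the observed and the calculated distances lay close together. The log2 change of GS berries from V to PostV was −4.03 for LHCII type I CAB-1 (VIT_10s0003g02900), of the light-harvesting antenna, and the distance calculated through RS berries was −4.19. For the cupin VIT_12s0034g01890, a storage protein gene above background on 2 of 3 GS arrays at V, these were 5.45 and 5.33, for ACC oxidase 2 (VIT_11s0016g02380) of ethylene synthesis 1.33 and 1.37, and for UFGT (VIT_16s0039g02230) of pigment synthesis 1.58 and 1.21. AOMT (VIT_01s0010g03510, named caffeoyl-CoA O-methyltransferase in the worksheets), above background on 2 of 3 GS arrays at V and 2 of 3 RS arrays at PostV, had 0.68 observed and 0.17 calculated. Over the 1615 gene and tissue combinations called at V, the squared correlation of observed and calculated distances on the fold scale was 0.968 for GS berries and 0.987 for PS berries. On the log2 scale it was 0.977 and 0.973, and for the 87032 combinations not called it was 0.927 and 0.935. Observed and calculated distances share the class mean of GS or PS at V and differ only in which class gives the level at PostV. With the PostV means exchanged between genes, the squared correlation on the log2 scale for GS berries was 0.162 where each class was exchanged on its own and 0.987 where the 3 classes were exchanged together. From the linear relation between observed and calculated distances, the paper reasons that GS, PS and RS are defined ripening stages with their own transcriptional states and that the same programme leads from each stage to maturity in every berry class.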

Given that all berry classes have the same amount of time (42 d) to reach maturity, the transcriptional distance that under-ripe berries need to cover must occur at a greater rate than in riper berries.

**Fig. 3.**
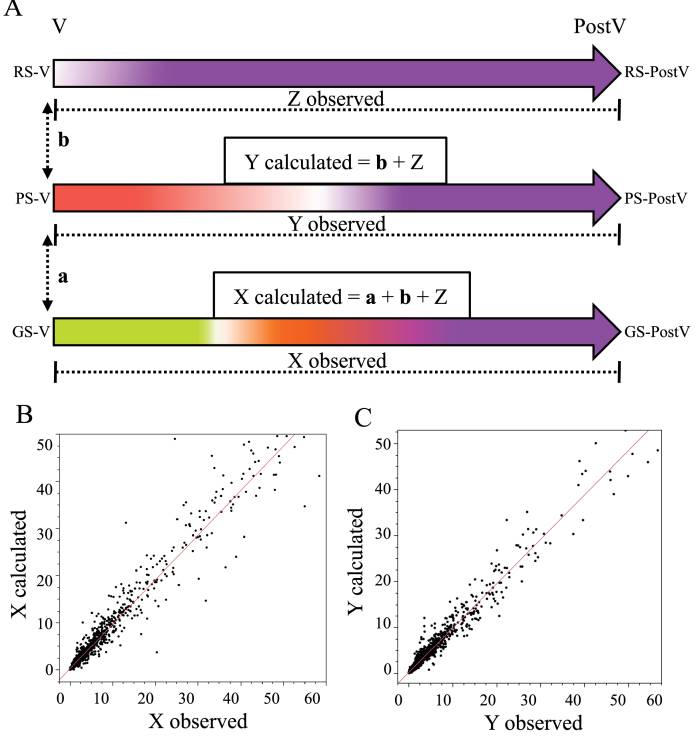
Transcriptional programme of ripening derived from the expression data of berry classes at V and PostV. (A) Model depicting transcriptional distances (the level of expression change between stages) for GS, PS, and RS berries from V to PostV; and transcriptional distances between GS and PS, and between PS and RS stages of the véraison cluster stage. Double-headed arrows **a** and **b** indicate fold changes in expression that were observed between GS and PS, and between PS and RS berry classes, respectively at V. ‘X, Y, and Z observed’ depict the observed fold changes in expression between V and PostV stages of GS, PS, and RS berry classes, respectively; ‘X calculated’ is the value computed as the sum of **a**, **b**, and Z; ‘Y calculated’ is the value computed as the sum of **b** and Z. (B, C) Linear correlations between the observed and calculated values of X (*R* ^2^=0.95), and the observed and calculated values of Y (*R* ^2^=0.96). The observed and calculated transcriptional changes in differentially expressed genes from all three tissues are shown together in the plots (Supplementary Worksheet 2A at *JXB* online). (This figure is available in colour at *JXB* online.)

### Progression of physiological ripening among berry classes and enhanced ripening rate in under-ripe berries

Monitoring the progress of physiological ripening parameters at a 7 d interval from V to PostV showed that accumulation of sugar and pigments continued until week 6 in all the berry classes and, at the same time, the ripening differences were greatly reduced by week 5 (Fig. 4). This suggests that the observed reduction in the ripening differences among berries of a cluster is not due to advanced berries reaching the limits of their accumulation with maturity, but rather is a result of enhanced accumulation in under-ripe berries (Fig. 4; Supplementary Fig. S3 at *JXB* online). PCAs of weekly ripening changes for each berry class relative to that of riper red berries indicate that rapid reduction in the ripening differences occurs between V and 3 weeks past V (Supplementary Fig. S4A–C). At the same time, the ripening in the majority of berries of each véraison berry class progressed together with time, as indicated by the discriminant analysis scores (Supplementary Fig. S4D–G), showing that differences between individual berries of a class do not contribute to the overall differences between classes. Further, if sugar and colour accumulation rates are expected to slow down progressively with the advancement of ripening, the under-ripe berries, upon turning red soft, would show the stage-appropriate slow down and hence maintain the véraison differences at week 6, which was not the case.

**Fig. 4.**
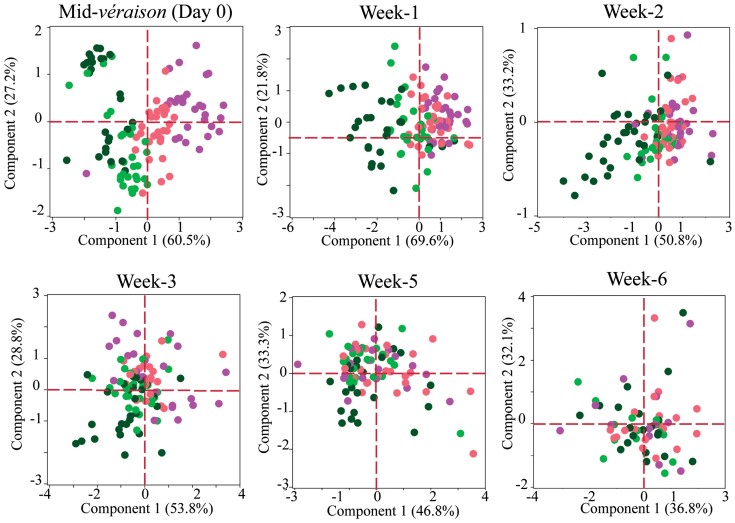
Reduction in ripening differences between GH, GS, PS, and RS berry classes from mid- véraison (V) to 6 weeks past mid-véraison. Principal component analyses performed using the colour index (Carreno *et al.*, 1995), total soluble solid content (TSS), and elasticity (Thomas *et al.*, 2008) of individual berries from GH (*n*=30), GS (*n*=30), PS (*n*=30), and RS (*n*=30) classes collected from six plants (one berry each from five clusters in each plant) at six time points. In the week 5 and 6 plots, *n* ≥30 for each berry class. TSS, colour, and elasticity data for individual berries from each of the four ripening classes collected at each time point were plotted. Dots representing GH, GS, PS, or RS berries are clustered from left to right, respectively. Loading plot data of the PCAs are given in Supplementary Table S6 at *JXB* online. (This figure is available in colour at *JXB* online.)

To compare the relative rate of ripening progression in under-ripe and riper berry classes, the accumulation rates of sugar and colour were determined between the three common physiological ripening stages (R1–R3) across berry classes. In under-ripe berry classes, the physiological sugar and colour stages that were similar to those of mid-véraison RS berries were identified, which would be later than V (Supplementary Fig. S3 at *JXB* online). From these physiologically similar ripening stages, regression curves predicting the progression of sugar and colour were plotted for each berry class and used to derive times required for each berry class to reach the reference sugar and colour levels of those physiological stages (Table 1; Supplementary Worksheet 2B at *JXB* online). At these reference stages, sugar and colour in GH, GS, and PS were at the levels characteristic of RS berries at mid-véraison (R1), and at 1 (R2) and 2 weeks (R3) past mid-véraison. The calculated times to reach the successive sugar and colour levels of these stages were highly correlated (*R* ^2^ >0.72), which indicates that these two parameters progress concomitantly through the observed ripening transitions (Table 1). During this period, calculated accumulation rates for sugar and colour in under-ripe berries were significantly higher when compared with those of the next ripest berry class (Fig. 5; Supplementary Text). Trends of progression (Supplementary Fig. S3) indicate that enhanced ripening in under-ripe berries probably begins before the berries reach the R1 stage, although this cannot be directly ascertained. PS, GS, and GH berries lagged behind RS berries by 7, 10, and 13 d, respectively, at the R1 stage, but by the R3 stage they only lagged by 1, 3, and 5 d (Table 1). This enhanced ripening progression rate resulted in a significant reduction of variation in sugar content among berry classes from 5 °Brix at V to 1.2 °Brix at PostV.

**Table 1.** Days past mid-véraison at which under-ripe berries were at successive °Brix and colour levels of red berry reference stages

Reference ripening stage^*a*^	Reference °Brix/ colour value^*b*^	Days past mid-véraison (0)^*c*^			
		RS	PS	GS	GH
R1-Brix	12.6 (±0.3)	0	6.5 (±1.0)	9.9 (±1.0)	13.0 (±0.8)
R2-Brix	13.9 (±0.2)	7	10.8 (±1.1)	13.2 (±1.0)	16.1 (±1.0)
R3-Brix	15.3 (±0.2)	14	15.4 (±1.4)	17.0 (±0.7)	19.1 (±0.9)
R1-Colour	3.4 (±0.1)	0	4.3 (±0.7)	8.1 (±0.8)	12.7 (±1.1)
R2-Colour	4.4 (±0.1)	7	9.9 (±0.6)	13.4 (±0.9)	17.1 (±0.9)
R3-Colour	5.1 (±0.1)	14	15.0 (±0.5)	17.8 (±0.8)	20.8 (±0.9)

^*a*^ R1, R2, and R3 are specific Brix (total soluble solids) and colour index (CI) reference stages of RS berry class at mid-véraison (R1), and 1 (R2) and 2 weeks (R3) past-mid-véraison, respectively. The same ripening stages were reached at later times by under-ripe berries. Those times were determined through regression analyses (see Supplementary Worksheet 2B at *JXB* online) of the weekly increment data in sugar and pigment of each berry class separately. This enabled the comparisons of the days required between fixed sugar and pigment levels across berry classes.

^*b*^ Total soluble solid content (Brix) and colour index values in RS berries at the reference stages. Following their respective rates of sugar and pigment accumulation in each of the under-ripe berry classes, the days they would take to traverse through these reference stages were calculated.

^*c*^ Days at which each under-ripe berry class would reach the RS reference Brix and colour levels (see Supplementary Worksheet 2B at *JXB* online). The days taken by RS reference berries that were recorded are in the first column. Data are the mean of six plants with five berries of each ripening class contributing to the value of each plant. Errors bars represent ±SEM.

**Fig. 5.**
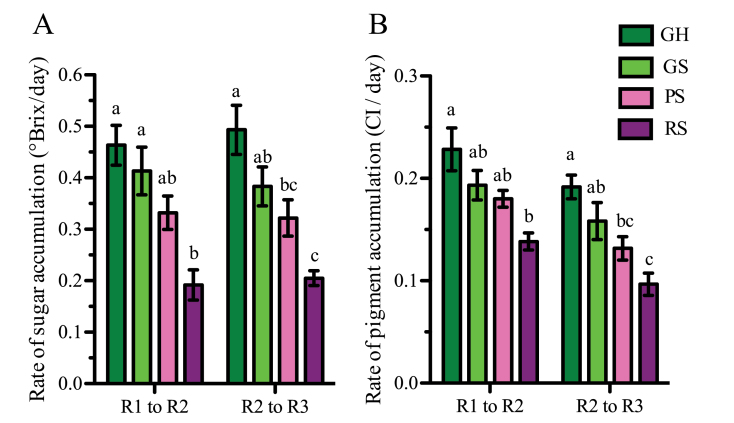
Rates of sugar (A) and pigment (B) accumulation in each berry class during a common ripening window across all the classes. R1, R2, and R3 represent reference stages at which total soluble solids (Brix)/colour index were similar across the four berry classes. The times required for each class to reach the R1–R3 stages (Table 1), derived from regression analyses, were used to calculate the rates of accumulation of sugar and colour between the physiologically equivalent reference stages (Supplementary Text at *JXB* online). The bars represent the mean of the rates from six plants (±SEM). Different letters denote significant differences (Tukey’s HSD, *P*<0.05). (This figure is available in colour at *JXB* online.)

### Differential ripening-related hormone dynamics at equivalent ripening stages

Levels of the two main hormones, ABA and IAA, known to promote and delay ripening, respectively (Böttcher *et al.*, 2010b; Ziliotto *et al.*, 2012), were quantified in GS and RS berries at the reference stages R1, R2, and R3, described above, for which sugar and colour levels in the two berry classes are within a very close range but at different times (Supplementary Table S5 at *JXB* online). The objective was to determine whether hormone concentrations were similar in both berry classes at these common physiological stages (Fig. 6A). GA_4_, a bioactive gibberellin in grape (Boss and Thomas, 2002), was used as a control because gibberellins act mainly during the early phases of berry development before ripening onset (Davies and Böttcher, 2009). The level of ABA was significantly different between the berry classes at R1 and R2 and that of IAA at R1 (Fig. 6B, C), while GA_4_ levels were similar (Fig. 6D). The R1–R3 stages encompass the phase of initial decrease in ABA from its highest level and the fully declined phase in auxin levels (Zhang *et al.*, 2003; Deluc *et al.*, 2009; Bottcher *et al.*, 2010b). ABA levels were 30% and 17% lower in under-ripe berries at R1 and R2, respectively, and higher at R3 (5%), indicating different ABA dynamics, including the decline rate through the stages, from those observed in riper berries (Fig. 6B).

**Fig. 6.**
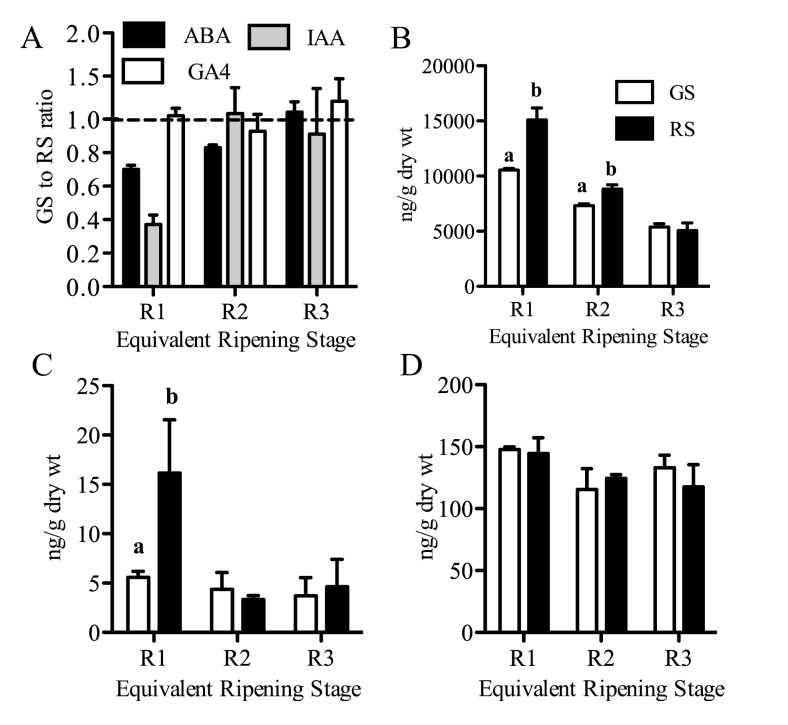
Differential hormone levels in GS and RS berry classes at the equivalent ripening stages. (A) Relative levels of ABA, IAA, and GA_4_ in pulp presented as the GS to RS ratio at equivalent ripening stages of R1, R2, and R3. (B–D) Absolute quantities of ABA, IAA, and GA_4_. Error bars indicate ±SEM of three replicate plants. Bars labelled with different letters are significantly different (Tukey’s HSD, *P*<0.05).

### Differential gene expression levels and progression of transcription during equivalent ripening stages

The progress of transcription and the reduction of expression variance between under-ripe and riper berries were examined for some genes related to sugar metabolism and transport at 0, 1, 2, 3, 5, and 6 weeks past mid-véraison in GS and RS berry classes (Fig. 7A). 

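In pulp at V, vacuolar invertase GIN1 (VIT_16s0022g00670), which splits sucrose into glucose and fructose, fell by a log2 difference of 1.76 ± 0.24 (SE, n = 3 plants) from GS to RS, with an RV of 86.9. GIN1 was near background in pulp at PostV, so this RV rests partly on background values. The trehalose-phosphate phosphatase genes VIT_11s0037g00720 and VIT_11s0037g00710, of the last step of trehalose synthesis, were at least 1.52-fold and 1.64-fold higher in RS, and the first had an RV of 234. Both were below background on all 3 GS arrays. The adjusted p from limma was 0.0247, 0.0229 and 0.0170, with the same direction in 3 of 3 plants. The sucrose transporter SUT2 (VIT_01s0026g01960) was higher by 0.57 ± 0.15, did not pass the test (adjusted p = 0.114 from limma, higher in 3 of 3 plants) and had an RV of 6.43. Of the UDP-glucose dependent glucosyltransferases, the anthocyanidin 5,3-O-glucosyltransferase genes VIT_16s0050g01590 and VIT_16s0050g01580 fell by 1.17 ± 0.14 and fell by 1.02 ± 0.15, with RVs of 16.7 and 8.44. UFGT (VIT_16s0039g02230), of the same kind, rose by 2.67 ± 0.27, with an RV of 50.0. The ERD6-like 3 sugar transporter (VIT_14s0030g00250) was below background in every class at V and is given no value. Of 8 genes of sugar transport and sucrose metabolism, none rose and 1 fell in pulp (3 and 3 when adjusted over the list alone), 1 rose and none fell in skin (3 and 0), and none changed in seed (4 and 1). The skin gene was polyol transporter 5 (VIT_11s0016g03920), which rose by 1.35 ± 0.21 and was not called without the plant as a block. Of the 7 raffinose and trehalose genes, 3 rose and none fell in pulp (also 3 when adjusted over the list alone), and none was called in skin.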

High véraison stage variance that was observed in the transcriptomic data of 2010, which was one of the criteria in the selection of genes, was not as pronounced in the experiments conducted in 2011. This could be due to the differences in the véraison stage assessment between the years, but synchronization of the gene expression levels towards maturity was evident (Fig. 7A). Expression of three genes indicated maximum RVs at week 2, while two other genes synchronized at week 3 (Fig. 7A). Observation of the expression dynamics for these genes in GS and RS berries across their equivalent ripening stages (R1–R4, Supplementary Table S5 at *JXB* online) showed that the levels of expression or progress between the physiologically equivalent stages were different in these berry classes. If the expression dynamics of RS berries is considered the normal course during berry development, then the readjustment in under-ripe berries probably occurred through an adjusted transcription rate (Fig. 7B–E) or altered expression pattern (Fig. 7F, G). Unlike the accumulation of metabolites such as sugars, pigments, and hormones, gene expression is more subject to many transient changes. However, based on the transcriptional distance model (see Fig. 3), the observed transcriptional modulations in under-ripe berries are imperative for synchronization to occur.

**Fig. 7.**
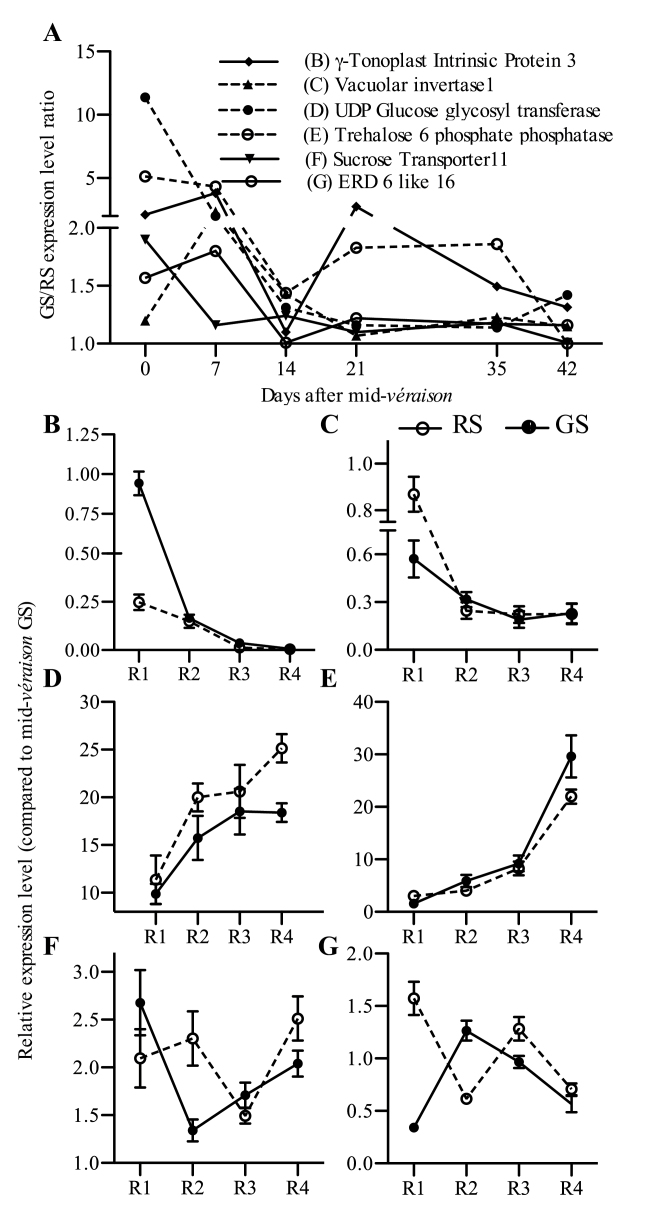
Differential gene expression dynamics in GS and RS berry classes. (A) Relative expression levels of six genes in GS and RS berries measured at mid-véraison (V) and at 7, 14, 21, 35, or 42 d after V expressed as the GS to RS ratio. (B–G) Gene expression levels and progression of transcription of the same genes in GS (filled circles) and RS (open circles) berry classes at R1, R2, R3, and R4 equivalent stages (Supplementary Table S5 at *JXB* online). Error bars indicate ±SEM of six replicates. Expression of the genes was measured in pulp tissue. See Supplementary text at *JXB* online for Gene IDs.

### Identification of ripening-related transcriptional modules and active regulatory motifs

Data from differentially expressed genes between véraison ripening classes were analysed using a module-based inference method (DISTILLER) to identify ripening-related co-expressed genes with shared over-represented regulatory motifs (transcriptional modules) and a conditional specificity (Lemmens *et al.*, 2009), where transitional ripening stages were regarded as conditions. Forty-eight significantly enriched putative regulatory motifs were identified in the data set, the majority of which were responsive to sugar, auxin, ABA, ethylene, light, and temperature, which have established roles in ripening (Supplementary Worksheet 2C at *JXB* online). The linearized sequence of pre-véraison to maturity stage expression dynamics and the motif data were used as input for DISTILLER. The 50 most significant transcriptional modules recovered by the analysis identified 167, 149, and 78 genes with 32 of the input motifs in pulp, skin, and seed, respectively (Supplementary Worksheets 2D–F). Most enrichment of transcriptional modules was found between the GS–PS, PS–RS, GSH–PSH, and PSH–RSH transitional stages (conditions) (Supplementary Worksheets 2D–F). As DISTILLER looks for genes with a similar extent and trend of expression changes between two ripening stages, every module active in any of the véraison conditions of A, B, C, and D, must also be active in E and F, which are maturity ripening stages. Since the transcriptional states of the three berry classes were synchronized, the two criteria of extent of change in expression and trend, which is close to zero in all genes, are always met in these conditions (Supplementary Worksheets 2D–F). In terms of the ripening stage-dependent relevance of the motifs, conditions encompassing GS to RS ripening stages at véraison were found to be enriched with a number of active motifs as part of transcriptional modules, and several motifs were uniquely active in specific tissues during the ripening process (Fig. 8).

**Fig. 8.**
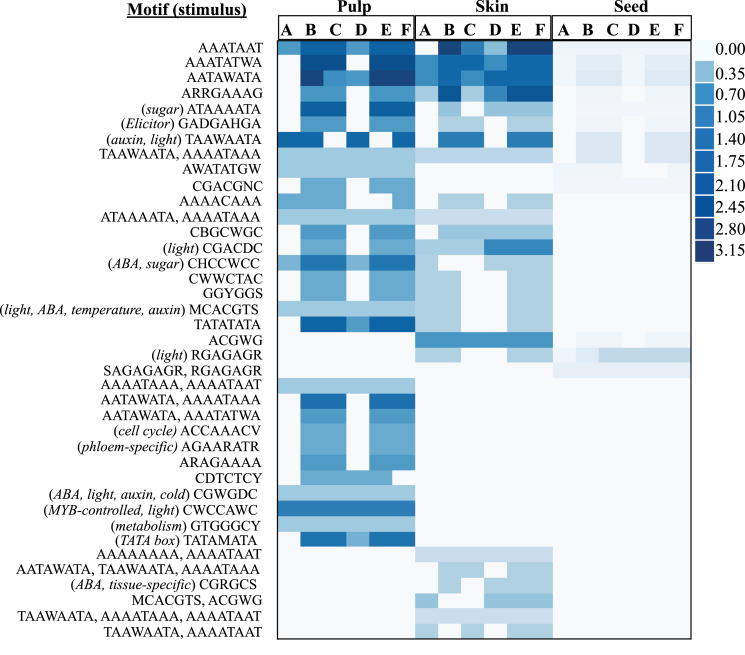
Heat map of functionally active regulatory motifs during the stages of ripening in pulp, skin, and seed tissues. Rows are regulatory motifs or a combination of motifs for which DISTILLER detected transcriptional modules. Known stimuli for which the motifs were reported to respond are given in parentheses. Conditions A to F represent the increase/decrease of gene expression between pre-véraison and green soft (A), green soft and pink soft (B), pink soft and red soft (C), red soft and post-véraison green soft (D), post-véraison green soft and post-véraison pink soft (E), and post-véraison pink soft and post-véraison red soft (F). Each entry indicates the extent of activity of the motif in a specific condition. Darker entries correspond to the most activity as a part of most transcriptional modules and the most number of genes. (This figure is available in colour at *JXB* online.)

## Discussion

Initiation of the ripening for most individual berries of a cluster precedes the grape cluster developmental stage of véraison by several days. Different ripening classes found at this stage have distinct ripening characteristics and are at various stages into their ripening programme (Lund *et al.*, 2008). It was observed that individual berries within each class undergo quantitatively similar physiological changes between transition stages, until maturity, demonstrating a well-defined programme of ripening, from initiation to maturity, which is followed by all the berries. Moreover, the observation showing that all classes, in spite of initial differences, reach similar ripeness levels at maturity indicates that a post-véraison regulatory mechanism for ripening synchronization among the berries of a cluster is possible.

The status of the sugar content and hormone dynamics are believed to signal ripening initiation, and import of sugars depends on the relative sink activity of the berries, which is influenced by factors such as limitation of the source, sink size, and metabolic activity (Ho, 1988). Cell wall invertases, sugar transporters, and sugar-degrading enzymes are part of the molecular processes that determine sink strength, and their activities can be dynamically altered during berry development (Zrenner *et al.*, 1995; Herbers and Sonnewald, 1998; Balibrea *et al.*, 2003). In a system of multiple competing sink units in the same transport system as in a grape cluster, transport conductivity and relative sink strengths of individual berries is an important consideration (Bustan, 1995). The differences in sugar accumulation rates show under-ripe berries as stronger sinks compared with riper berries during their equivalent ripening stages. Decreased sink strength and metabolic activity during advanced ripening as seen in riper berries is possible, but the sink strength of under-ripe berries did not decrease to the stage-appropriate level even when they reached the advanced ripening stage. Reprogramming of the ripening-related transcriptome of the berries might occur when the competing sink units cease to be strong sinks (Pastore *et al.*, 2011). Furthermore, the rate of sugar accumulation might influence several sugar-sensing pathways as sugars act as signal molecules (Hanson and Smeekens, 2009; Smeekens *et al.*, 2010; Eveland and Jackson, 2012).

In grape, ripening onset is marked by rapid transcriptomic and hormonal changes (Davies and Böttcher, 2009), and the events of cell wall loosening, sugar loading, and pigment accumulation depend mainly on the decrease in auxin levels coupled with the increase in ABA levels (Davies and Böttcher, 2009; Gambetta *et al.*, 2010; Castellarin *et al.*, 2011; Ziliotto *et al.*, 2012). Different dynamics of IAA and ABA observed in under-ripe berries from that of riper berries at physiologically similar stages is expected to impact the expression of many ripening-related genes. In both climacteric and non-climacteric fruits, most ripening changes rely on a fine balance between hormones, and their concentrations at specific developmental stages affect various metabolic pathways (McAtee *et al.*, 2013). Application of 1-naphthaleneacetic acid (NAA), a synthetic auxin analogue, during the pre-véraison stage was shown to cause changes in the expression of auxin- and ABA-related genes, a delay in ripening initiation, an increased post-véraison growth rate, and a reduced variance in sugar levels among berries of a cluster (Böttcher *et al.*, 2010a; Ziliotto *et al.*, 2012). It is conceivable that NAA application perturbs the natural decline of IAA in advanced berries and delays the ripening, thereby reducing variance between under-ripe and riper berries. In this context, a differentially timed decline of IAA and its possible influence on ABA dynamics in under-ripe berries may be a factor in the enhanced ripening.

The ‘transcriptional distance’ model shows defined transcriptional programmes between specific physiological ripening stages. The expression variances observed between under-ripe and riper berries of mid-véraison clusters reflect the transcriptional distances between these green, pink, and red stage transitions, and the transcriptional programme of under-ripe berries lagged by 7–10 d. Given the same developmental duration for all the berry classes, the extent of reduction in the expression variance is an indicator of the level of altered transcription of a given gene through either rate or pattern changes. Such plastic transcriptional processes and growth adjustments in response to water deficit, salt stress, and environmental changes are common in plants (Costantini *et al.*, 2008; Tardieu *et al.*, 2011). Transcriptome reprogramming in grape berries that were subjected to different viticulture practices and environmental conditions was reported (Dal Santo *et al.*, 2013). In the present data, several genes that respond to environmental conditions, carbohydrate import and metabolism, and hormones showed high reduction of expression variances. 

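Some genes of hormone synthesis and response, carbohydrate metabolism and stress response had a high RV, and others had a low one. In pulp the GRAM domain ABA-responsive gene VIT_10s0071g00320 had an RV of 1501 and a log2 difference between RS and GS at V of 2.07 ± 0.15 (SE, n = 3 plants), and ethylene-responsive factor 9 (VIT_10s0003g00140), a regulator of ethylene responses, rose by 1.98 ± 0.18. Of 10 ethylene genes in pulp 2 rose and 1 fell (4 and 5 when adjusted over the list alone), and of 6 ABA genes 2 rose and none fell (3 and 0 when adjusted over the list alone). Of 15 auxin genes 1 rose and 3 fell (2 and 7 when adjusted over the list alone), and of 12 gibberellin, cytokinin and brassinosteroid genes 1 rose and 2 fell (4 and 4 when adjusted over the list alone). Gibberellin 2-beta-dioxygenase 7 (VIT_10s0116g00410), which inactivates gibberellins, was at least 3.01-fold lower in RS pulp, was above background on no RS array and had an RV of 2.65. In skin the ABA-responsive HVA22c gene (VIT_01s0026g02190) fell by 1.83 ± 0.21 with an RV of 58.2, and SHINE 3 (VIT_11s0016g05340), above background on no RS array at V, had an RV of 304. In seed galactinol synthase VIT_14s0060g00760, whose products protect cells against drying, had an RV of 344, and the protein phosphatase 2C gene VIT_12s0028g03310 one of 65.5. Heat shock protein 26a (VIT_01s0010g02290), which protects chloroplasts in heat, rose by 1.28 ± 0.18 in pulp with an RV of 10.9, below the median of 18.4 of the called genes. Of 9 heat shock and chaperone genes in pulp 1 rose and 2 fell (2 and 5 when adjusted over the list alone). The called genes named here had an adjusted p from limma of 0.0101 to 0.0405 and moved in 1 direction in 3 of 3 plants.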

Incidentally, many regulatory motifs, known to respond to stimuli including light, ABA, IAA, sugar, and other nutrients, were found enriched in the data. These observations support the assumption that ripening synchronization is achieved through discrete changes as part of the regular ripening programme.

A study by Dal Santo *et al.* (2013), which emphasizes the plasticity of ripening-related gene expression, identified genes that are developmentally regulated but lack expression plasticity during the progress of ripening under different environmental conditions (Dal Santo *et al.*, 2013). Similarly, the relative reduction of expression variances of genes observed in the present study indicates their importance in the programme of berry ripening. As a general practice, transcriptomic and metabolic approaches relate the expression variance between developmental stages to the functional relevance of the genes (Deluc *et al.*, 2007; Pilati *et al.*, 2007; Ali *et al.*, 2011; Guillaumie *et al.*, 2011; MartinezEsteso *et al*., 2011; Lijavetzky *et al.*, 2012). However, the assessment based on the extent of reduction in variance eliminates a large number of developmental-related genes that may not necessarily be ripening related. Further, the stage-specific importance of gene networks can be ascertained through the model of the transcription programme such as pigment biosynthesis-related genes that are expected to be most active during green, pink, and red stage transitions of véraison (Ali *et al.*, 2011; Castellarin *et al.*, 2011). These genes are expected to synchronize during early post-veraison, when green berries reach the physiological red berry stage. Most genes with unaltered expression from véraison to maturity in riper berries can be classified as of early post-véraison importance. In the case of genes that continue to have significant expression changes towards maturity, stage-specific relevance is obscured and would need additional time points to be identified.

The asynchronous nature of the ripening initiation in a grape cluster may arise from differences in flowering times and fertilization events (Olimpieri *et al.*, 2007; Dorcey *et al.*, 2009), or may depend on the relative physiological readiness of the fruits (Joas *et al.*, 2011). In several plants, primigenic dominance of earlier developed fruits plays a role in ripening differences among fruits (Stephenson *et al.*, 1988; Bangerth, 1989; Bangerth *et al.*, 2000). Apart from the reasons for asynchronous ripening initiation, it was demonstrated that differential progression of the ripening programmes among berries of a cluster, along with readily quantifiable physiological stages, offers a useful comparative system to identify genes involved in the ripening process. Cluster-level regulation such as berry to berry hormone signals and/or other mobile signals that communicate the relative status of sink activities might be possible in the synchronization to achieve uniform cluster ripening. However, it would be of great significance to identify the developmental triggers that stimulate the ripening programme most.

## Supplementary data

Supplementary data are available at *JXB* online.

Supplementary text

Figure S1. PCA plot of skin, pulp, and seed tissues of berry classes at mid-véraison (V) and 5-weeks post-véraison (H) stages according to their normalized expression.

Figure S2. Relationship between ‘level of expression’ and ‘expression variance among berry classes’ at mid-véraison (V) and 5-weeks post-véraison (PostV).

Figure S3. Increases in sugar and pigment accumulation monitored at 7 d intervals from mid-véraison (0) until maturity (day 42) in GH, GS, PS, and RS berries.

Figure S4. Ripening progress in GH, GS, and PS berry classes in relation to that of the RS berry class.

Table S1. Evaluation of variances in ripening parameters of berries from different clusters and experimental plants to green hard, green soft, pink soft, and red soft ripening classes.

Table S2. Discriminant analyses showing the percentage of berries from each berry class sampled as GH, GS, PS, or RS berries (rows) assigned to ripening classes (columns).

Table S3. Percentages of genes with specific trends in expression during the transition from V to PostV in high- and low-RV gene sets.

Table S4. Ripening-associated genes identified using reduction in variance as the selection criterion.

Table S5. Ranges of TSS and colour index values in GS and RS berry classes at equivalent ripening stages.

Table S6. Component loadings of the principle component analyses.

Worksheet S1A. Differentially expressed genes at véraison (V).

Worksheet S1B. The level of variance at V and PostV and the range of reduction in variance from V to PostV.

Worksheet S1C. Differentially expressed genes at 5 weeks post-véraison.

Worksheet S1D. Variation in the expression values of the replicates.

Worksheet S1E. Single enrichment analysis for enriched GO terms.

Worksheet S2A. Observed and calculated transcriptional distances (log and fold change) between and within berry classes of the DGE

Worksheet S2B. Workflow followed to calculate the times for under-ripe berries to reach Brix and colour levels of the three reference stages.

Worksheet S2C. List of over-represented words and motifs detected by DREME.

Worksheet S2D. Enriched modules of genes during different phases of ripening detected by DISTILLER in pulp.

Worksheet S2E. Enriched modules of genes during different phases of ripening detected by DISTILLER in skin.

Worksheet S2F. Enriched modules of genes during different phases of ripening detected by DISTILLER in seed.

Supplementary Data

# Supplementary material for: A comparative study of ripening among berries of the grape cluster reveals an altered transcriptional programme and enhanced ripening rate in delayed berries
**Source:** J Exp Bot. 2014 Aug 18;65(20):5889–902. doi: 10.1093/jxb/eru329
**Supplement:** Supplementary Data

A comparative study of ripening among berries of the grape cluster reveals an altered transcriptional programme and enhanced ripening rate in delayed berries — A comparative study of ripening among berries of the grape cluster reveals an altered transcriptional programme and enhanced ripening rate in delayed berries — A comparative study of ripening among berries of the grape cluster reveals an altered transcriptional programme and enhanced ripening rate in delayed berries — Supplementary Data 

# A comparative study of ripening among berries of the grape cluster reveals an altered transcriptional programme and enhanced ripening rate in delayed berries

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

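The series holds 63 NimbleGen Vitis vinifera arrays of skin, pulp and seed. Of these, 54 hold GS, PS and RS berries at V and at PostV with 3 replicates for each class, tissue and stage, and 9 hold pre-véraison (PV) berries with 3 replicates for each tissue. Conditions and replicates were taken from the submitters' sample labels and the paper. The paper states that the tissues of selected berries of a class were pooled for each of 3 plants, and the replicate numbers in the labels were read as these plants. This reading is inferred, and where it is wrong the p-values describe only the spread between the samples.

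Per the deposited files, each array holds linear probe intensities that the authors had corrected for background and quantile-normalized over all 63 arrays, random control probes included. The submitters' processing notes name RMA, and its version and the genome build are not given in the sources used here. Each array has 137604 probes, of which 19605 are random control probes. The only steps added were log2 and a median polish of the probes of each gene over the 63 arrays, which gave 29549 genes, 29464 of them with 4 probes. Background on an array was set at the 95th percentile of its random probes. A fold against a class in which no array was above background was given as a lower bound against that background, and no fold was given where both classes were below it. The number of arrays, 3 for each class, limits the precision.

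Classes were compared in each tissue and stage with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the plant as a block and with Benjamini-Hochberg adjustment over all genes within each of the comparisons PS against GS, RS against PS and RS against GS. A gene was called where any comparison had an adjusted p under 0.05. The SE printed with a log2 difference is the moderated SE of the limma fit, over all arrays of that fit. The same tool tested the trend from RS at V to the mean of the classes at PostV and the change of the RS minus GS difference between V and PostV (18 arrays of a tissue each), GS at V against PV (12 arrays), and the difference of RS minus GS between tissues (18 arrays). The variance among classes is the variance of the 3 class means of log2 values, and RV is the variance at V divided by that at PostV, with a one-sided F test of 2 and 2 degrees of freedom at a false discovery rate of 0.2. The replicate coefficient of variation was averaged over the 6 combinations of class and stage. Distances were computed as the paper describes, from class means, and PCA was run on centred log2 values of 54 arrays. Fisher's exact test was used across genes, and correlations over the 9 pulp arrays used permutation tests with 1e+05 resamples. Tables were handled with data.table 1.17.8 and with pandas 2.3.3 in Python 3.11.15.

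Functional names came from Worksheets S1A and S2A of the paper as far as used here, 973 rows of S1A (2226 further rows were not used) and 1252 of S2A (1947 not used). They cover 1042 array genes, 847 of them with a functional name, and 1 of the 1042 was found in the reference gene table. Many names are those of matching genes in other species. Because these rows are genes that the study called on the same arrays, lists built from them are not independent evidence, and no enrichment or set test was run on them. The set tests camera and fry had been planned and were left out for this reason. From the names, 23 lists with 236 genes were formed by patterns fixed beforehand: flavonoid and anthocyanin; phenylpropanoid, lignin and stilbene; sugar transport and sucrose; raffinose family and trehalose; wall loosening and pectin; cellulose and structural wall proteins; photosynthesis and chlorophyll; auxin; ABA; ethylene; gibberellin, cytokinin and brassinosteroid; seed storage and late embryogenesis, which also holds markers of seed; cuticle and wax, which also holds markers of skin; vascular tissue; pathogenesis-related; water channels; heat shock and chaperones; cell cycle and histones; cytosolic ribosome; organic acid and glycolysis; terpenoid and carotenoid; Myb and bHLH factors; and NAC and MADS factors. The named genes are, in each tissue, the 8 called genes with a name and the largest rise and the 8 with the largest fall between GS and RS at V that moved in 1 direction in 3 of 3 plants, the 2 with the largest called rise and fall of each list, the 2 with the highest RV, the gene types of Fig. 7, and genes fixed by identity, of which 6 could be paired with the array. Class means of about 1000 array genes stand in the worksheets and were seen before this rule was written, so for these genes the rule is not blind. Genes named outside the rule are marked as chosen after their values were seen.

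Lists, rule for named genes, tests and the main alternatives were fixed before the deposited arrays were examined. The class means in the worksheets had been seen by then. The alternatives were no plant block, a single fit over V and PostV, the mean of log2 probes in place of the median polish, an offset of 50 on the intensities, leaving out the 25% of genes with the lowest level, limma's moderated F test, adjustment over the 3 comparisons together, leaving out each plant, and other definitions of RV, trend, PCA and distances. Alternatives without background correction, with median scaling, with quantile normalization within a tissue and with the slide as a block could not be run from the deposited values and labels. The tests were also tried on simulated arrays with the gene means and spread of the real ones, no difference between classes and a log2 change of 1, 2 or 3 added to 200 genes, and the counts were set beside those of other splits of the samples into groups of the same sizes.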

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

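The tests that exchange GS and RS within plants, exchange the stages, exchange the PostV means of the 3 classes together and compare the berry classes along the component, by their ranges and by pairs of replicate numbers, were chosen after the result was seen. The change in the RS minus GS difference between V and PostV is listed because the same comparison differed between 2 stages, by a test of the difference itself. It passed for 354 genes in pulp, 226 in skin and 53 in seed. Of 100 splits of the arrays, 4 gave as many in pulp (the highest other split 460), 3 in skin (620) and 1 in seed (52), the real one included, but these splits break the pairing of the classes by plant. Of the 32 splits that exchange GS and RS only within plants, 3 gave as many in pulp (460) and 3 in skin (620), where chance cannot be excluded. In seed 1 did, and the highest other called 52 genes. That split exchanged GS and RS in 1 of 3 replicates at PostV and in 0 of 3 at V. A split that exchanges labels only at PostV keeps the difference at V, so its count does not measure chance. These splits therefore do not decide the question in seed. The splits with 460 and 620 genes exchange GS and RS in all 3 plants at 1 stage, which adds the differences of the 2 stages; without them 2 of 31 gave as many in each of pulp and skin, the highest other 374 and 280. Without each plant the counts were 0 to 42 in pulp, 1 to 12 in skin and 0 to 1 in seed, and without GS replicate 1 at PostV the count in seed was 130.

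The RS minus GS difference at V also differed between tissues, by a test of the difference itself, for 73 genes between pulp and skin, 396 between pulp and seed and 295 between skin and seed. Of 100 splits that break the pairing by plant, 5 gave as many for pulp and skin (the highest other 225), 3 for pulp and seed (2291) and 1 for skin and seed (69). Of the 32 splits within plants, 5 did for pulp and skin (the highest other 4182), 3 for pulp and seed (2291) and 2 for skin and seed (1455), so chance cannot be excluded for the first 2 pairs. These 3 highest splits point to a structure of the samples: they exchange GS and RS in all 3 plants of 1 tissue, which adds the differences of the 2 tissues. Without them 4, 2 and 1 of 31 gave as many (the highest other 193, 435 and 132), so that for skin and seed the answer depends on whether that split is counted. The 3 replicates of each class were paired by number as plants in each tissue, and without the plant as a block 44 genes differed between pulp and skin. Without each plant the counts were 0, 0 to 15 and 0 to 13 for the 3 pairs of tissues.

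The PV arrays are listed because the paper uses the step from PV to GS for its module inference and its text gives no count of genes for it. GS at V differed from PV for 9141 genes in pulp (4507 higher and 4634 lower in GS), 7597 in skin (3905 and 3692) and 10856 in seed (5385 and 5471). Only 10 splits of 3 against 3 arrays exist, too few for a share under 0.05, and the highest other split called 0 genes in each tissue. Without each plant the counts were 5127 to 5426, 2912 to 5582 and 6553 to 7086, so that the count in skin depends on the plant left out.

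The variance among classes was lower at PostV than at V in 98.5% of the genes called at V, with a median RV of 18.4. Choosing genes for a difference at V raises their variance at V, and is a candidate explanation. With genes ranked on 2 plants and measured in the plant left out, the median RV was 3.17 (3.555, 2.787 and 3.02 for the 3 plants, against 1.302, 1.158 and 0.988 over all genes), between the bounds of 2 and 4 set beforehand, so this test leaves open how much of the reduction comes from the choice of genes. The plant left out gives 1 array for each class, so 3.17 is not directly comparable with 18.4, which rests on means of 3 plants. With the stages exchanged, choosing genes at PostV gave a median ratio of 2.59 beside 18.4. Over all genes the variance was already lower at PostV more often than at V, so the 2 directions start from different levels. The 2 ratios are therefore not directly comparable, and the exchange does not show how much of the reduction comes from the choice of genes. A smaller difference between ripening classes at PostV stays open as the biological explanation.

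Observed and calculated distances lay on 1 line, with a squared correlation of 0.977 for GS berries on the log2 scale. With the PostV means of each class exchanged between genes on their own it was 0.162. That exchange also breaks the likeness of the classes at PostV within a gene, so it cannot judge the shared class mean at V. Observed and calculated distances differ only in which class gives the level at PostV. With the PostV means of the 3 classes exchanged together it was 0.987, and for genes not called at V it was 0.927. The line therefore may come from PostV means that are alike among classes in any gene, whatever its own levels at V. A common course of ripening from each class remains an open explanation that these distances did not test apart from it.

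Pulp arrays at V spread along the first component, with 31.9% of the variability, that parts seed from skin and pulp. Over the 9 pulp arrays the place toward seed rose with the median level of 503 genes higher in seed (r = 0.851, permutation p = 0.00278; rho = 0.717, permutation p = 0.0370; r = 0.701 without the 2 farthest arrays), so seed RNA in the pulp samples may be part of the spread; component and genes both rest on the contrast of seed and skin. The ranges of GS and RS overlapped by 21.65, yet with replicate numbers paired as plants RS lay farther toward seed than GS by 14.71, 32.29 and 21.71 (3 of 3 pairs; exact sign test, p = 0.25, the smallest that 3 pairs allow) and PS differed from GS by −0.19, −40.78 and 5.157, so the ripening class stays open with too few pairs to decide. The median level of the seed genes differed between RS and GS by 0.13, −0.03 and −0.09 in the same pairs, and 10 of them were among the 1144 called, which were 33 without GS replicate 2 and 147 without RS replicate 2.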

How the results depend on the processing

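The settings that rank genes on 2 plants and measure RV in the plant left out, that keep RV from 2 to 100, or that leave out single arrays were chosen after seeing the data; the other settings were set before the data were examined. No called single gene and no correlation changed its direction under any setting run, but without the plant as a block the flavonoid and anthocyanin list in skin went from 1 higher and 3 lower to 3 higher and 1 lower in RS. At PostV limma called 0 genes in each tissue under every setting (unadjusted p under 0.05 for 2293, 4737 and 1682 genes of pulp, skin and seed with all plants), and no gene called at V was called again. Where a value changed below, the cause was not tested, except where the construction of a setting gives it (fewer samples, fewer genes or more tests). Signal over background limits the low end: the median share of genes above background on an array at V was 60.6% in pulp, 61.6% in skin and 61.3% in seed. In simulated arrays a log2 change of 1, 2 and 3 between classes at V was recovered for 17.9, 46.3 and 72.7% of genes in pulp, 7.46, 46.3 and 77.3% in skin and 28.4, 58.2 and 83.3% in seed, so many changes of this size are missed with 3 plants, and at PostV for 7.46, 49.3 and 84.9%, 16.4, 62.7 and 86.4%, and 0, 35.8 and 63.6%. Median scaling, no background correction, quantile normalization within a tissue and a slide block were not run, as the deposited values and labels do not hold what they need, and the deposited series table held the same values as the files per sample. The planned set tests camera and fry were left out because the lists come from shortened tables of genes called on these arrays. Calls from 2 plants gave no value because no gene was called on 2 plants, so other values without a plant are over the genes called with all 3.

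Counts at V in pulp, skin and seed were 1740, 1476 and 298 with a single fit over V and PostV, 1835, 1146 and 367 with an offset of 50, 2072, 1139 and 539 without the 25% of genes with the lowest level, 375, 78 and 5 with limma's moderated F test, and 399, 87 and 5 with the 3 comparisons adjusted together. Without the plant as a block they were 252 in skin and 229 in seed. Also without the block, a difference of at least 2-fold was found for 71.6% of called genes in pulp and 73.8% in seed, rho of variance and RV was 0.2045 in pulp and 0.327 in seed, 97.1% had a coefficient of variation of at most 10%, and the ratio of variances of the lowest to the highest 25% by level at V was 2.89 in pulp, 1.76 in skin and 1.94 in seed. Without the block the share up was 23.0% in skin and 38.9% in seed, the share down 44.2%, the ratio of shares up 2.83, r 0.674 between pulp and skin and 0.187 between skin and seed, the same sign held for 87.4% (pulp and skin), 73.1% (pulp and seed) and 63.3% (skin and seed), the squared correlation of distances for PS was 0.956, 14 list members were called in seed, and 44 genes differed between pulp and skin. Counts without single arrays were 33 in pulp without GS replicate 2, 147 in pulp without RS replicate 2, 153 in skin without PS replicate 1, 130 for the change between V and PostV in seed without GS replicate 1 at PostV, and the share up in seed was 56.9% without GS replicate 3 at PostV.

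The mean and median RV, the share significant, the share up to 100-fold and the share lower at PostV were 8.60, 3.63, 67.2%, 99.3% and 89.2% with the variance over 9 arrays, 22.0, 1.70, 0%, 97.7% and 62.0% over all genes, 39.75, 3.17, 10.5%, 94.4% and 72.7% with genes ranked on 2 plants and measured in the third, and, with the direction turned (genes with the smallest p at PostV, the variance at PostV divided by that at V), 41.5, 2.59, 1.12% and 98.1%, with 76.8% lower at V. With RV from 2 to 100 the mean was 23.2. The coefficient of variation was at most 10% for 5.51% on the linear scale and 82.0% over all genes. The ratio of variances by level at V was 8.92, 7.88 and 15.1 in pulp, skin and seed over all genes and 7.40 in skin at PostV; with an offset of 50 it was 1.27, 0.919 and 0.742 at V and 3.61 in pulp and 1.54 in skin at PostV. With a trend of at least 2-fold the share up was 13.3% in pulp, 14.0% in skin, 38.9% in seed and 14.6% in all, with 35.1% down, 50.3% unchanged and a ratio of shares down of 2.05. With RV split at its median the ratio of shares up was 2.83. Ranked within skin, 40 of 100 genes were shared; within seed only 72 genes are called, so their overlap of 72 is fixed and says nothing of the ranking. The squared correlation of distances was 0.973 for PS on the log2 scale, 0.956 (GS) and 0.972 (PS) without folds above 60, 0.981 (GS) in pulp alone, 0.956 and 0.967 in skin alone and 0.917 and 0.965 in seed alone. The first 2 components held 42.15% with genes scaled and 51.46% over 63 arrays.

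Without each plant in turn (lowest to highest), limma called 0 genes at V in each tissue (unadjusted p under 0.05 for 5264 to 6798 in pulp, 5607 to 7005 in skin and 4359 to 5391 in seed) and 0 list members. The share with at least a 2-fold difference was 75.2 to 77.3% in pulp and 92.2 to 93.7% in skin. RV had a median of 10.6 to 13.4, 57.5 to 68.4% significant, 86.7 to 88.85% up to 100-fold and 95.8 to 97.0% lower, with rho 0.186 to 0.217, 0.203 to 0.288 and 0.3156 to 0.3245 in pulp, skin and seed. The coefficient of variation was at most 10% for 94.8 to 95.8%. The ratio by level was 2.05 to 2.35, 1.64 to 1.80 and 1.14 to 1.22 at V and 9.04 to 12.4, 5.54 to 7.38 and 5.285 to 16.6 at PostV. The share up was 16.0 to 19.1%, 17.5 to 19.6% and 44.4 to 47.2%, in all 17.8 to 20.2%, with 35.5 to 37.6% down and 42.2 to 45.9% unchanged, and the ratios of shares were 2.87 to 3.725 (up) and 1.71 to 2.20 (down). Between tissues r was 0.612 to 0.655, 0.354 to 0.394 and 0.223 to 0.237, with the same sign for 82.1 to 84.5%, 68.0 to 70.7% and 60.2 to 62.4% (pulp and skin, pulp and seed, skin and seed). Distances gave 0.946 to 0.965 (GS) and 0.962 to 0.977 (PS), and the first 2 components 55.95 to 56.6%. The change between V and PostV was called for 0 to 42, 1 to 12 and 0 to 1 genes, GS against PV for 5127 to 5426, 2912 to 5582 and 6553 to 7086, and the difference between tissues for 0, 0 to 15 and 0 to 13 genes (pulp and skin, pulp and seed, skin and seed). Of 168 results for single genes, 130 lost their call without a plant, 28 lost it and 2 gained one without the block, and 24 lost it with the mean of log2 probes. Of 138 list counts, 27 moved without the block and 55 without a plant.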

Differences from the paper's values

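The paper reports 1126 genes in skin and 491 in seed that differ between classes at V, and the counts here are 399 and 72. The paper's pulp count of 1583 and the 1144 found here are within 1.5 times of each other. Among the alternatives set before the data were examined, a single fit over V and PostV (1476), an offset of 50 (1146) and leaving out the 25% of genes with the lowest level (1139) came within 1.5 times of the paper's skin count. The counts without the plant as a block (252), with the mean of log2 probes (415), with the F test (78), with the comparisons adjusted together (87) and without each plant (limma called 0, with 5607 to 7005 at an unadjusted p under 0.05) did not. In seed an offset of 50 (367) and leaving out the lowest 25% (539) came within 1.5 times, and the counts without the block (229), with a single fit (298), with the mean of probes (66), with the F test (5), with the comparisons adjusted together (5) and without each plant (limma called 0, with 4359 to 5391 at an unadjusted p under 0.05) did not.

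At PostV the paper reports 2 genes in pulp, 4 in skin and 4 in seed. Here limma called 0 in each tissue (2293, 4737 and 1682 at an unadjusted p under 0.05), and 0 under every alternative run.

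The mean RV is 24 in the paper and 181.7 here. Of the alternatives set before the data were examined, the variance over 9 arrays (8.60), all genes (22.0), and the sets without replicate 1 (101.9) and without replicate 2 (85.3) did not differ by the rule used, which allows for the spread of the values without each plant, and the set without replicate 3 (264) and the one without the plant as a block (144.1) did. That spread is wide, so a value that does not differ by this rule need not be close to the paper's. With the direction turned it was 41.5, also not different by the rule, but this is the inverse ratio on other genes and does not bear on the paper's value. The figure to which the paper ties its mean shows genes with a 2- to 100-fold reduction, while 181.7 is over all called genes. Keeping RV from 2 to 100 gave 23.2; it was chosen after seeing the values and drops 249 of 1252 gene and tissue entries of the paper's own called genes as far as used here, and 361 of 1615 called here.

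For high against low RV, the paper gives 2 times as many genes going up, and the ratio of shares of genes here is 4.02. It was 2.87 without replicate 3, 2.83 without the block and 2.83 with RV split at its median, which do not differ by the same rule, and 3.725 without replicate 1, 3.35 without replicate 2 and 4.15 with a change of at least 2-fold, which do.

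The paper describes similar shares of genes going up, going down and staying level, and here they were 23.7, 45.4 and 30.9%. It describes no correlation of the variance with RV, and here rho was 0.163 in pulp, 0.218 in skin and 0.313 in seed. In Worksheet S1A as far as used here, the fold columns of 497 pulp entries match the class means beside them within 0.01. In 336 skin and 140 seed entries the column for RS over GS at V matches 0 entries, and each equals RS over PS at PostV. Of the PostV columns of the same entries, PS over GS matches 19 in skin and 3 in seed, RS over PS 0 and 2, and RS over GS 1 and 0. The authors' class means correlate with those here with r from 0.9924 to 0.9969.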

Other observations

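The seed PostV split with the highest count was looked at, the PV genes below were picked, and the trend was split within plants, only after their values were seen. Pre-véraison (PV) berries had more transcript of light-harvesting genes and less of seed storage genes than GS berries at V, and in pulp and skin less of an expansin. The expansin EXPA8 (VIT_13s0067g02930), which loosens cell walls, was higher in GS than in PV by a log2 difference of 4.37 ± 0.17 (SE, n = 3) in pulp and 1.82 ± 0.15 in skin, and in seed the difference of −0.36 ± 0.29 did not pass (adjusted p = 0.381 from limma, lower in 2 of 3 replicate numbers). LHCA4 (VIT_17s0000g06350), of the photosystem I antenna, was lower by 4.61 ± 0.17 in seed, and LHCII type I CAB-1 (VIT_10s0003g02890) was lower by 3.22 ± 0.12. In pulp the Myb factor Triptychon (VIT_16s0050g02530) was lower by 4.08 ± 0.29 and a flavonoid 3-monooxygenase (VIT_11s0016g01020) was lower by 3.85 ± 0.18, and in skin SHINE 3 (VIT_11s0016g05340), of wax synthesis, was lower by 3.36 ± 0.19. These genes were above background on all PV and GS arrays, and apart from EXPA8 in seed had an adjusted p from limma of 1.59e-06 to 9.25e-05 and the same direction in 3 of 3 replicate numbers. Of 18 photosynthesis genes, 1 was higher and 16 lower in GS in pulp, 1 and 12 in skin and 2 and 15 in seed (1 and 16, 1 and 14, and 2 and 15 when adjusted over the list alone). Of 12 seed storage genes 6 were higher in pulp, 7 in skin and 11 in seed (8, 9 and 11 when adjusted over the list alone), and none was lower.

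Lists of genes between RS and GS at V that stand at no claim follow, as higher and lower in RS in pulp, skin and seed, with the counts when adjusted over the list alone in parentheses; the lists come from genes that the study called on these arrays. Of 22 cytosolic ribosome genes 0 and 1, 0 and 1, and 1 and 0 changed (1 and 17, 0 and 19, 1 and 1), among them L34 (VIT_14s0108g00850), lower by a log2 difference of 1.00 in pulp and 1.32 in skin. Of 18 genes of wall loosening and pectin, 2 and 3, 1 and 0, and 0 and 0 changed (5 and 6, 2 and 6, 4 and 4), and of 3 of cellulose and structural wall proteins 1 and 0, 0 and 0, and 0 and 0 (2 and 1, 1 and 0, 0 and 0). Of 9 pathogenesis-related genes 1 and 0, 0 and 1, and 0 and 0 changed (5 and 1, 1 and 1, 3 and 0), of 3 water channels 0 and 1, 0 and 1, and 0 and 0 (0 and 2, 0 and 1, 1 and 1), of 11 of the cell cycle and histones 2 and 0, 0 and 0, and 0 and 0 (3 and 1, 1 and 4, 0 and 0), and of 9 of organic acids and glycolysis 1 and 1, 1 and 0, and 0 and 0 (1 and 5, 3 and 1, 0 and 1). Of 2 terpenoid and carotenoid genes 0 and 1, 0 and 0, and 0 and 0 changed (1 and 1, 0 and 0, 1 and 1), of 16 Myb and bHLH factors 2 and 3, 0 and 1, and 0 and 1 (3 and 7, 1 and 4, 2 and 2), and of 3 NAC and MADS factors 0 in each tissue (1 and 0 in each). Of the lists given in part at the claims, cuticle and wax had 1 and 2 in pulp and 0 in seed (1 and 3, 0 and 0), and in skin and seed vascular genes had 0 and 0 (0 and 0, 0 and 0), auxin had 0 and 0 (0 and 0, 2 and 5), ABA 0 and 1, and 1 and 0 (0 and 1, 1 and 0), ethylene 1 and 1, and 0 and 0 (1 and 5, 0 and 0), gibberellin, cytokinin and brassinosteroid 0 and 0 (3 and 3, 1 and 1) and heat shock 0 and 0 (1 and 5, 1 and 1). In seed flavonoid genes had 0 and 0 (2 and 1) and phenylpropanoid genes 0 and 0 (7 and 3).

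Other splits of the arrays into groups of the same sizes were counted, 100 of them with the real one included (10 for PV against GS, given above). At V only the real split, 1 of 100, gave as many genes as the real classes. These were 1144 in pulp (the highest other 20), 399 in skin (1) and 72 in seed (21). The 100 splits break the pairing by plant. Among the 36 splits within plants the highest other counts were 3, 0 and 1. These counts argue against chance but do not exclude it. The share within plants cannot be lower than 1 of 36, and without any 1 plant limma called 0 genes. For the trend from RS at V to PostV, also only the real split, 1 of 100, gave as many genes. These were 10746 in pulp (the highest other 3), 13367 in skin (35) and 15861 in seed (7124). Within plants 1 of 64 splits did (the highest other 3218, 3653 and 2156). These counts argue against chance, and the share within plants cannot be lower than 1 of 64. At PostV limma called 0 genes (2293, 4737 and 1682 at an unadjusted p under 0.05), a count that all 100 splits reach by construction, so the splits say nothing on chance there; the highest other was 1 in pulp, 1 in skin and 2778 in seed. The seed split with 2778 genes points to a structure of the samples. Its groups were GS replicate 1, PS replicate 3 and RS replicate 3, with 74.46, 79.83 and 63.56% of genes above background, GS 2, PS 2 and RS 1, with 80.37, 77.51 and 77.36%, and GS 3, PS 1 and RS 2, with 68.04, 65.69 and 68.28%.

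Replicate numbers were read as plants, and after the class means were taken out, the mean r at V between arrays with the same number was 0.131 in pulp, 0.162 in skin and 0.0722 in seed, against −0.0656, −0.0812 and −0.0361 for other numbers. The replicate number whose arrays of the other classes correlated best with an array was its own for 7, 9 and 8 of 9 arrays at V and for 4, 7 and 5 of 9 at PostV. At PostV the mean r was −0.003, 0.112 and 0.0636 for the same number against 0.00156, −0.0561 and −0.0315 for other numbers, so that pulp at PostV gives no support for this reading.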
